# S100A4 enhances protumor macrophage polarization by control of PPAR-γ-dependent induction of fatty acid oxidation

**DOI:** 10.1136/jitc-2021-002548

**Published:** 2021-06-18

**Authors:** Shuangqing Liu, Huilei Zhang, Yanan Li, Yana Zhang, Yangyang Bian, Yanqiong Zeng, Xiaohan Yao, Jiajia Wan, Xu Chen, Jianru Li, Zhaoqing Wang, Zhihai Qin

**Keywords:** immunity, innate, immunomodulation, tumor microenvironment, macrophages, metabolic networks and pathways

## Abstract

**Background:**

The peroxisome proliferator-activated receptor γ (PPAR-γ)-dependent upregulation of fatty acid oxidation (FAO) mediates protumor (also known as M2-like) polarization of tumor-associated macrophages (TAMs). However, upstream factors determining PPAR-γ upregulation in TAM protumor polarization are not fully identified. S100A4 plays crucial roles in promotion of cancer malignancy and mitochondrial metabolism. The fact that macrophage-derived S100A4 is major source of extracellular S100A4 suggests that macrophages contain a high abundance of intracellular S100A4. However, whether intracellular S100A4 in macrophages also contributes to cancer malignancy by enabling TAMs to acquire M2-like protumor activity remains unknown.

**Methods:**

Growth of tumor cells was evaluated in murine tumor models. TAMs were isolated from the tumor grafts in whole-body S100A4-knockout (KO), macrophage-specific S100A4-KO and transgenic S100A4^WT−EGFP^ mice (expressing enhanced green fluorescent protein (EGFP) under the control of the S100A4 promoter). In vitro induction of macrophage M2 polarization was conducted by interleukin 4 (IL-4) stimulation. RNA-sequencing, real-time quantitative PCR, flow cytometry, western blotting, immunofluorescence staining and mass spectrometry were used to determine macrophage phenotype. Exogenous and endogenous FAO, FA uptake and measurement of lipid content were used to analyze macrophage metabolism.

**Results:**

TAMs contain two subsets based on whether they express S100A4 or not and that S100A4^+^ subsets display protumor phenotypes. S100A4 can be induced by IL-4, an M2 activator of macrophage polarization. Mechanistically, S100A4 controls the upregulation of PPAR-γ, a transcription factor required for FAO induction during TAM protumor polarization. In S100A4^+^ TAMs, PPAR-γ mainly upregulates CD36, a FA transporter, to enhance FA absorption as well as FAO. In contrast, S100A4-deficient TAMs exhibited decreased protumor activity because of failure in PPAR-γ upregulation-dependent FAO induction.

**Conclusions:**

We find that macrophagic S100A4 enhances protumor macrophage polarization as a determinant of PPAR-γ-dependent FAO induction. Accordingly, our findings provide an insight into the general mechanisms of TAM polarization toward protumor phenotypes. Therefore, our results strongly suggest that targeting macrophagic S100A4 may be a potential strategy to prevent TAMs from re-differentiation toward a protumor phenotype.

## Background

Tumor-associated macrophages (TAMs), primarily originated from blood monocytes, are continuously recruited to the tumor mass to constitute a supportive tumor microenvironment (TME) during tumor development.^1 2^ Due to their high plasticity and diversity, the infiltrated TAMs can undergo coordinated changes in gene expression and metabolic programming in response to TME cues such as Th2 cytokine interleukin 4 (IL-4), which alternatively activates them toward a protumor (also known as M2-like) phenotype with anti-inflammatory and immunosuppressive properties.^3 4^ These protumor TAMs facilitate persistent tumor proliferation and metastasis, contributing to tumor progression, therapeutic resistance and poor survival prognosis.^5^ However, the mechanisms underlying how antitumor (also known as M1-like) TAMs convert into protumor TAMs remain unclear. Nevertheless, how TAMs are generated and modulated remains to be further deeply explored.

One well-known mechanism involved in polarization of TAMs is cellular metabolism, which plays a key role in the control of TAM plasticity and diversity.^6^ Protumoral TAMs prefer to use mitochondria-dependent fatty acid oxidation (FAO) as their energy supply.^7^ Correspondingly, inhibition of FAO in TAMs impedes alternative polarization of TAMs toward protumor phenotype and inhibits tumor growth.^8–12^ Mechanistic analyses indicate that such metabolic reprogramming of FAO upregulation in TAMs is dependent on the induction of peroxisome proliferator-activated receptor γ (PPAR-γ), a transcriptional factor, which is required for TAM protumoral polarization.^9 13^ The essential role of PPAR-γ can be partially attributed to the upregulation its target gene, the FA transporter CD36, during the process of FAO induction-regulated TAM protumor polarization.^14^ However, upstream factors determining PPAR-γ activation in TAM protumor polarization are not fully identified.

S100A4, also known as FSP1, MTS1 or metastasin, is a well-established metastasis-promoting oncoprotein with potent protumor activity.^15 16^ It belongs to the S100 superfamily Ca^2+^‐binding proteins and is not only expressed by cancer cells but also by various stromal cells.^17^ Like the cancerous S100A4, the stromal counterparts also play essential roles in promotion of cancer malignancy.^18 19^ However, the specific S100A4^+^ stromal cell types that are involved in tumor progression have not been well characterized.^20^

Our previous studies have shown that macrophages are a major source of soluble S100A4 in liver and lung fibrosis,^21 22^ suggesting that macrophages contain a high abundance of S100A4. Clinical studies indicate that S100A4 is preferentially expressed by macrophages, activated lymphocytes and fibroblasts in the TME, rather than by the tumor cells themselves.^17^ A recent analysis of the increased cell lineages in injured livers showed that S100A4^+^ cells expressed markers of the myeloid-monocytic lineage, including F4/80 and CD11b, indicating that S100A4 is a reliable marker of a specific subset of macrophages.^23^ Considering these findings, the present study investigated, in the context of tumor pathology, whether S100A4 may also contribute to cancer progression by enabling TAMs to acquire M2-like protumor activity.

## Methods

### Mice, care and use

The C57BL/6 background *s100a4* floxed mice were produced from GemPharmatech (Nanjing, Jiangsu, China) and then were backcrossed with wild type (WT) C57BL/6 mice for at least six generations. The *s100a4* floxed mice were crossed with lysozyme M (LysM)-Cre mice (B6/JNju -LysM^em1Cin (iCre)^/Nju, T003822) to produce macrophage-specific conditional *s100a4* knockout (KO) (*s100a4*^flox/flox^ LysM-Cre, called S100A4^M−KO^) mice. The generation of the C57BL/6 background whole-body S100A4-KO (named S100A4^KO^) mice and transgenic S100A4^WT−EGFP^ mice (expressing EGFP under the control of the S100A4 promoter), was described as the previous report.^21^ The BALB/c background S100A4-thymidine kinase (TK) transgenic (named S100A4^TK+^) mice were obtained from Dr. Eric G. Neilson’s lab (Northwestern University, Feinberg School of Medicine).^24^ These mice express a truncated TK gene under the control of the *s100a4* promoter. Treatment with ganciclovir (GCV) can selectively ablate dividing (proliferating) cells. All mice were bred and maintained under specific pathogen-free conditions in the animal facilities, and all animal testing and research were performed with sex-matched and age-matched mice.

### Measurement of exogenous and endogenous FAO

The respiration changes, caused by utilization of exogenous FAs, endogenous FAs, or uncoupling by FAs, were simultaneously measured using Seahorse XF Cell Mito Stress Test Kit (103015–100, Agilent, Palo Alto, California, USA) that works with the Seahorse XF analyzer and can simultaneously measure oxidation of exogenous and endogenous FA. The tested S100A4^WT^ and S100A4^KO^ Raw264.7 cells (10,000/well) were cultured on the XF^96^ cell culture microplate (102601–100, Agilent, Palo Alto, California, USA) and were stimulated with or without IL-4 (20 ng/mL) for 36 hours. Then the cell culture medium was changed to substrate-limited medium and cells were further cultured in this medium for 7 hours. The cells were washed with FAO assay medium once and incubated for 30 min in 37 °C cell incubator without CO_2_. The following test steps were according to manufacturer’s protocol. Oxygen consumption rate (OCR) was automatically calculated by the Seahorse XF-96 software in response to 2.5 µg/mL oligomycin, 0.8 µM carbonyl cyanide 4-(trifluoromethoxy) phenylhydrazone (FCCP), 2 µM rotenone plus 4 µM antimycin A, and 40 µM etomoxir (ETO, Sigma-Aldrich, Darmstadt, Germany).

### FA uptake assay

FA uptake was measured using a free FA uptake assay fluorometric kit (ab176768, Abcam, Cambridge, UK). Cells (1×10^5^/well) were resuspended in Hank’s balanced salt solution and incubated for 30 min at 37°C in a CO_2_ incubator, followed by the addition of the fluorescent FA probe. After 1-hour incubation, fluorescence levels were determined on fluorescence microplate reader with a bottom-read mode at Ex/Em=485/515 nm or FITC channel. For kinetic reading: checking the fluorescence intensity immediately at 20 s interval for 30–60 min. For endpoint reading: checking the fluorescence intensity at the end of the 30–60 min incubation. The data were acquired by fluorescence microplate reader for kinetic reading. ‘Reads’ meant the number of times that fluorescence value can be read.

### Lipid droplet staining with Nile red

Cells were cultured with medium supplemented with oleate (0.2 mM, Sigma, Darmstadt, Germany) in the presence or absence of CD36 inhibitor, sulfo-N-succinimidyl oleate Na (SSO, 25 µM, Sigma) for indicated time. The cells were then washed with phosphate buffered saline (PBS) and stained with Nile red (1:5000, Invitrogen, Carlsbad, California, USA) for 30 min at 37°C. The quantification of Nile red content was measured by flow cytometry.

### RNA-sequencing analysis

Murine TAMs that isolated from the E0771 breast cancer cell-bearing S100A4^WT-EGFP^ mice were sorted by flow cytometry into two subset populations: CD45^+^F4/80^+^CD11b^+^EGFP^+^ and CD45^+^F4/80^+^CD11b^+^EGFP^−^. The sorted cells were applied for total RNA extraction with RNeasy Mini Kit (QIAGEN, Dusseldorf, Germany) and subjected to RNA-sequencing (RNA-seq) analysis by Novogene (Beijing, China). The raw transcriptomic reads were mapped to a reference genome (GRCm38/mm10) by using Bowtie. Gene expression levels were quantified by the RSEM software package. Significantly differentially expressed genes were acquired by setting padj <0.05, and log_2_ fold change >0.0.

### Statistical analysis

Statistical analysis was performed using GraphPad Prism V.7.0. Data are shown as mean±SE. Comparisons between two groups were calculated using unpaired Student’s *t*-test or unpaired nonparametric Mann Whitney test and comparisons between two groups at multiple time points were calculated by two-way analysis of variance (ANOVA) Sidak’s multiple comparisons. Comparisons of more than two groups were calculated using one-way ANOVA Tukey’s multiple comparisons. In figures, asterisks denote statistical significance (∗, *P*<0.05; ∗∗, *P*<0.01; ∗∗∗, *P*<0.001).

## Results

### S100A4^+^ TAMs exhibit protumor phenotype and function

To explore whether S100A4 is expressed on TAMs, we injected E0771 breast cancer cells into the mammary pads of female S100A4 WT (S100A4^WT-EGFP^) reporter mice, expressing EGFP under the control of the *s100a4* gene promoter.^21 25^ Then, we collected TAMs and analyzed the immune contexture of S100A4^WT-EGFP^ cells inside the tumor grafts using different markers for immune cell types. The majority of the tumor-infiltrating S100A4^WT-EGFP^ immune cells were CD11b^+^ or F4/80^+^ myeloid cells, whereas lymphocytes, including T cells, B cells and NK cells, were in the minority (figure 1A and online supplemental figure 1A). Because CD11b^+^ and F4/80^+^ double positive cells are macrophages, we stained S100A4^+^ cells with both CD11b and F4/80 and found that TAMs with CD11b^+^ and F4/80^+^ accounted for major components in S100A4^+^ subsets (figure 1B). To remove the potential influence of gender on the above observations, we established another tumor model in which male S100A4^WT-EGFP^ mice were implanted with MCA205 fibrosarcoma cells. Similar results were observed in this tumor graft to those in the E0771 model (online supplemental figure 1B).

10.1136/jitc-2021-002548.supp1 Supplementary data

We subsequently used CD206, a well-established marker of M2 macrophages, to distinguish M2-like protumor TAMs in the immune contexture from the E0771 tumor grafts. The data showed that the isolated TAMs could apparently be divided into two phenotypic subsets: S100A4^+^ TAMs and S100A4^−^ TAMs (figure 1C). The significantly increased CD206 expression in S100A4^+^ TAMs compared with S100A4^−^ TAMs indicated that S100A4 was mainly expressed in TAMs with protumor phenotype.

Next, we explored the roles of S100A4^+^ TAMs in tumor development using two S100A4-KO mouse models. First, whole-body S100A4 KO (S100A4^KO^) and control WT S100A4^WT^ mice were implanted with E0771 and MCA205 cells. We observed that systemic S100A4 deficiency markedly impeded tumor growth and caused a significant decrease in tumor weight but did not affect the body weight of the mice (figure 1D-F and online supplemental figure 1C, D). Second, to investigate the association of macrophagic S100A4 with tumor development, we developed a macrophage-specific S100A4-KO (S100A4^M-KO^) murine model. E0771 cells were implanted into S100A4^M-KO^ and control S100A4^M-WT^ female mice (online supplemental figure 2A−C). Significantly inhibited tumor development was observed in the animals with macrophagic-specific S100A4 deletion compared with control animals (figure 1G). These results clearly indicated that S100A4^+^ TAMs have protumor functions and S100A4 may be involved in phenotype switching of TAMs.

**Figure 1:**
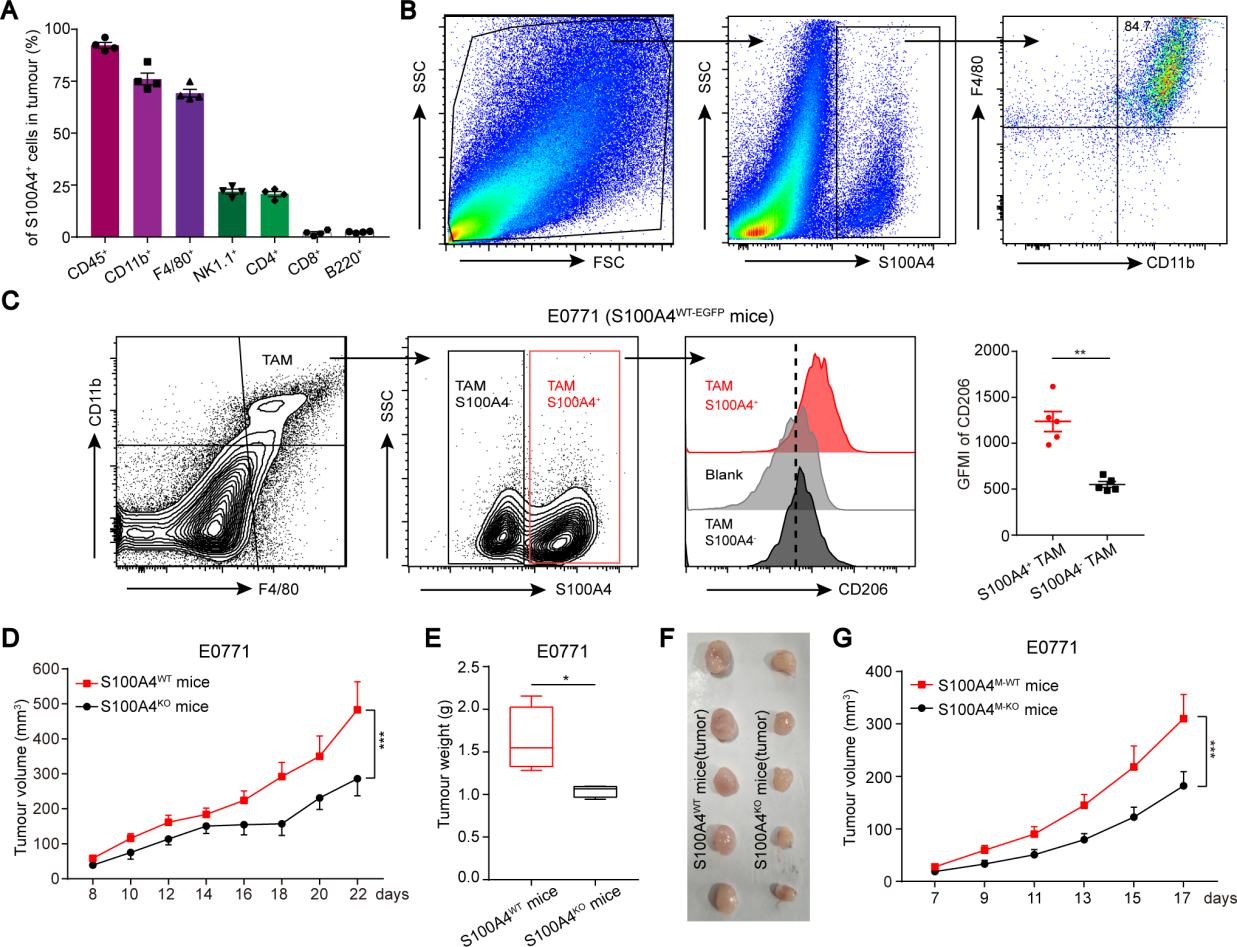
S100A4^*+*^ TAMs possess protumor activity. (A) Flow cytometric analysis of the frequency of immune cell populations in tumor-infiltrating S100A4^+^ cells of four mice. (B) Flow cytometric analysis of TAMs frequency in S100A4^WT-EGFP^ cells by double staining with CD11b and F4/80. (C) Flow cytometric analysis of the frequency of S100A4^+^ TAMs (CD11b^+^/F4/80^+^) and the fluorescence intensity of CD206 in S100A4^*+*^ and S100A4^−^ TAMs. (D–F) Growth of tumor grafts was monitored over time after the initial injection of E0771 breast cancer cells into S100A4^WT^ or S100A4^KO^ female mice (n≥5). tumor weight and representative pictures of tumor grafts excised at the end of the experiment. (G) Growth of tumor grafts was monitored over time after initial inoculation of E0771 breast cancer cells into S100A4^M-WT^ or S100A4^M-KO^ female mice (n≥8). Data are presented as mean±SE and were analyzed by unpaired non-parametric Mann-Whitney U test in C, E or two-way ANOVA Sidak's multiple comparisons in D, G. The data are from one representative experiment of more than three independent experiments (B–G). *P<0.05, **P<0.01, ***P<0.001. SSC, side scatter; ANOVA, analysis of variance; GMFI, geometric mean fluorescence intensity; KO, knockout; TAM, tumor-associated macrophage; WT, wild type.

### Macrophagic S100A4 enhances TAM protumor polarization

Next, we investigated whether S100A4 is involved in macrophage polarization. To assess this, we specifically knocked out S100A4 in Raw264.7 cells using CRISPR/Cas9 technology and established an S100A4 KO (S100A4^KO^) Raw264.7 cell line. The lack of S100A4 expression in S100A4^KO^ Raw264.7 cells was confirmed by immunofluorescent staining (figure 2A and online supplemental figure 3A), PCR and immunoblotting (online supplemental figure 3B, C). The number 1 clone among three cell lines with decreased expression of CD206 (online supplemental figure 3D) was selected for further experiments. We also noted that there was no difference in the proliferating activity of S100A4^WT^ and S100A4^KO^ Raw264.7 cells (online supplemental figure 3E).

**Figure 2:**
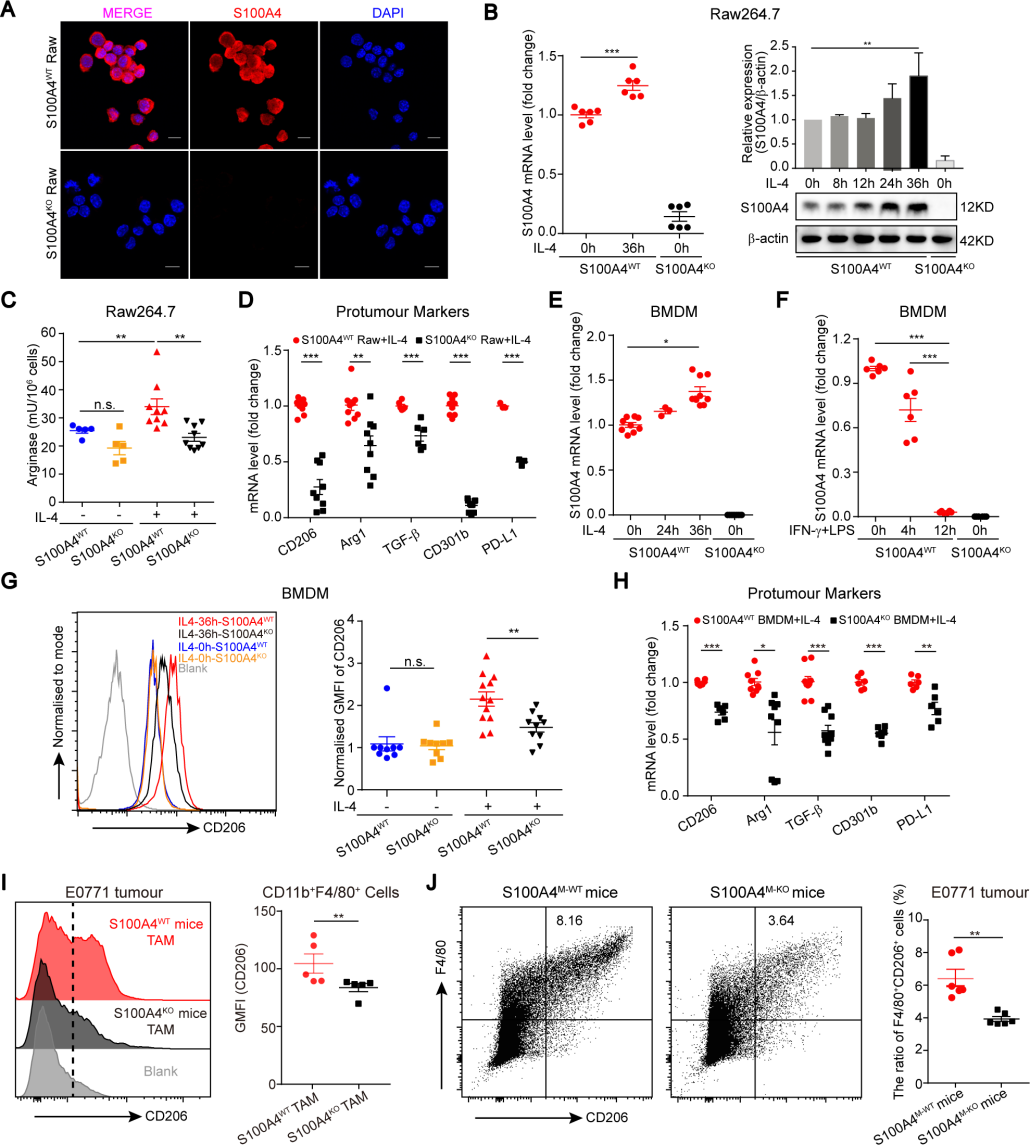
Macrophagic deficiency of S100A4 impairs TAM alternative activation. (A–D) S100A4^WT^ or S100A4^KO^ Raw264.7 cells were activated with IL-4 (20 ng/mL). Nonactivated macrophages were used as controls. A Lack of S100A4 expression was analyzed by immunofluorescence in S100A4^WT^ or S100A4^KO^ Raw264.7 cells (middle). The immune complexes were detected with a secondary antibody conjugated to Alexa Fluor 555 (red). DNA was stained with DAPI (blue). Scale bars, 10 μm. Expression of S100A4 mRNA and protein was analyzed by q-PCR (left in B) and immunoblotting (right in B), respectively. Band densities (mean±SE) for S100A4 were measured in at least three independent immunoblots and normalized to those of β-actin (loading control). Arginase activity was assessed with or without 36-hours activation with IL-4 in (C). Expression of M2 hallmarks was assessed by q-PCR after 36-hours activation with IL-4 in D. The values were normalized with that in S100A4^WT^ Raw264.7 cells with IL-4 stimulation. (E–H) S100A4^WT^ or S100A4^KO^ BMDMs were treated with IL-4 (20 ng/mL, E) or IFN-γ (20 ng/mL) in combination with LPS (100 ng/mL, F). S100A4 mRNA expression was analyzed by q-PCR in E, F. The values were normalized with that in S100A4^WT^ BMDMs without stimulation. After 36-hours activation with IL-4, the expression of CD206 was examined and quantified by flow cytometry in G and expression of M2 hallmarks was assessed by q-PCR in H. (I, J) Flow cytometric analysis of CD206 expression in TAMs and the proportion of CD206^+^ TAMs (I) in the tumor grafts from E0771 breast cancer cell-bearing S100A4^WT^ and S100A4^KO^ female mice (n=5) or (J) S100A4^M-WT^ and S100A4^M-KO^ female mice (n=6). Data are presented as mean±SE and were analyzed by unpaired Student’s t-test in B–G, and H and by unpaired nonparametric Mann-Whitney U test in I, J. The data are from one representative experiment of more than three independent experiments (A–C, I, J). *P<0.05, **P<0.01, ***P<0.001, BMDMs, bone marrow-derived macrophages; GMFI, geometric mean fluorescence intensity; IFN-γ, interferon-γ; IL-4, interleukin 4; KO, knockout; n.s., not significant; TAM, tumor-associated macrophage; WT, wild type; DAPI, 4',6-diamidino-2-phenylindole.

Although S100A4 is an inducible protein that responds to extracellular signals such as transforming growth factor-β (TGF-β), Wnt or hypoxia,^26–28^ it is unclear whether M1 or M2 activators can induce S100A4 expression. To this end, we treated S100A4^WT^ Raw264.7 cells with IL-4 or interferon-γ (IFN-γ) in combination with LPS, which are the well-known activators of M2 and M1 macrophage phenotypes, respectively. In these S100A4^WT^ Raw264.7 cells there was a robust, time-dependent increase in S100A4 mRNA and protein expression in response to IL-4 (figure 2B and online supplemental Table 1), whereas S100A4 expression decreased in response to IFN-γ/LPS with (online supplemental figure 3F).

We next wondered whether S100A4 deficiency influences the IL-4−induced macrophage polarization of Raw264.7 cells. Because increased arginase activity is a well-established index of TAM M2-like polarization, we first examined this index in S100A4^WT^ and S100A4^KO^ Raw264.7 cells. In the presence of IL-4, S100A4-KO in Raw264.7 cells dramatically impaired arginase activities compared with WT cells. In contrast, in the absence of IL-4, the changes of arginase activities between S100A4^WT^ and S100A4^KO^ Raw264.7 cells are marginal (figure 2C). Based on the above data, we further analyzed the changes of other M2-markers between S100A4^WT^ and S100A4^KO^ Raw264.7 cells only in the presence of IL-4 without including no IL-4 treatment control. Consistently, we found that S100A4-KO significantly inhibited the expression of the examined genes, including *cd206*, *arginase*, *tgf-β*, *cd301b* and *pd-l1*, the values were normalized with S100A4^WT^ Raw264.7 cells (figure 2D).

To further confirm the above observations, we established S100A4^WT^ and S100A4^KO^ bone marrow-derived macrophages (BMDMs), which were isolated from S100A4^WT^ and S100A4^KO^ mice and were stimulated in vitro by macrophage colony stimulating factor (online supplemental figure 4A). A similar pattern of S100A4 expression stimulated by IL-4 or IFN-γ/LPS to that found in S100A4^WT^ Raw264.7 cells was also observed in S100A4^WT^ BMDMs (figure 2E, F). Using established BMDMs from S100A4^WT−EGFP^ mice, we observed that the majority of BMDMs expressed S100A4 with high abundance (online supplemental figure 4B). In S100A4^WT^ and S100A4^KO^ BMDMs, we first examined the expression of CD206 by flow cytometry analysis. Accordingly, in the presence of IL-4, S100A4 deficiency in BMDMs also resulted in a significant decrease in the CD206 expression. In the absence of IL-4, the influence of S100A4 deficiency on the CD206 expression is limited (figure 2G). In addition, the expressions of other M2 markers were significantly inhibited in S100A4^KO^ BMDMs compared with S100A4^WT^ BMDM (figure 2H). Furthermore, we also checked the major histocompatibility complex class-II (MHC-II) expression in IFN-γ/LPS-stimulated S100A4^WT^ and S100A4^KO^ BMDMs. No difference in MHC-II expression was observed between these two cells (online supplemental figure 4C). Altogether, these results provide direct evidence that S100A4 is required for TAM alternative polarization towards the M2 phenotype.

Because IL-4-activated macrophages cannot fully represent the characteristics of TME-educated TAMs, we further explored the in vivo roles of S100A4 in TAM alternative polarization toward a protumor phenotype using macrophages isolated from tumor grafts. The protumor TAM phenotype, isolated from tumor grafts, was analyzed by flow cytometry staining with CD11b, F4/80 and CD206 and immunofluorescence. The intensity of CD206 staining was significantly higher in S100A4^WT^ TAMs compared with S100A4^KO^ TAMs derived from E7710 tumor grafts (figure 2I). Consistently, we found that CD206 expression levels in tumor tissues were also higher in E7710-bearing S100A4^WT^ mice compared with S100A4^KO^ mice (online supplemental figure 5A), suggesting that S100A4 sufficiency is mandatory for the expression of protumor markers in TAMs. Correspondingly, a reduction in the number of CD206^+^ protumor TAMs was also observed in S100A4-deficient TAMs by flow cytometry (online supplemental figure 5B). There are still F4/80/CD206 double-positive TAMs in germline S100A4 KO mice, indicating that KO S100A4 cannot completely block the TAMs’ M2-like polarization and that S100A4 is not the sole determinant during this process.

Next, we further evaluated the roles of macrophage-specific S100A4 on TAM polarization using E7710 tumor-bearing mice of the paired S100A4^M−WT^ and control S100A4^M−KO^ strains. Consistent with the observations in the germline S100A4 KO mice, flow cytometry analysis revealed that an S100A4-specific deficiency in macrophages also caused about a reduction in the frequencies of CD206^+^ macrophages (figure 2J). Compared with germline S100A4 KO, macrophage-specific S100A4 KO caused more decrease of the frequency of F4/80/CD206 double-positive TAMs. These in vivo data strengthened the conclusion that S100A4 is an essential factor in alternative polarization of TAMs toward a protumor phenotype.

### S100A4^+^ TAMs correlate with chemoresistance and poor prognosis of cancer patients

The presence of large numbers of TAMs correlates with poor response of tumors to anticancer agents and poor prognosis of cancer patients.^29 30^ Therefore, we wondered whether S100A4^+^ TAMs mediate therapeutic responses, thereby impacting prognosis and long-term patient survival. First, S100A4^TK+^ female mice, which express a truncated herpesvirus TK gene under the control of the *s100a4* promoter,^24^ and control S100A4^TK−^ littermates, were implanted with TSA breast cancers treated with or without doxorubicin (figure 3A). Without treatment, tumor growth was remarkably inhibited when proliferating S100A4^+^ cells were ablated by GCV treatment. After treatment, the relapse of tumor growth was identical in both mice strains before GCV treatment. In contrast, as expected, the abatement of proliferating S100A4^+^ cells by GCV treatment remarkably inhibited the regrowth of TSA tumor grafts (figure 3A). Thus, these results corroborated the previous conclusions that targeting S100A4 can improve the therapeutic efficacy of cancer treatment.

**Figure 3:**
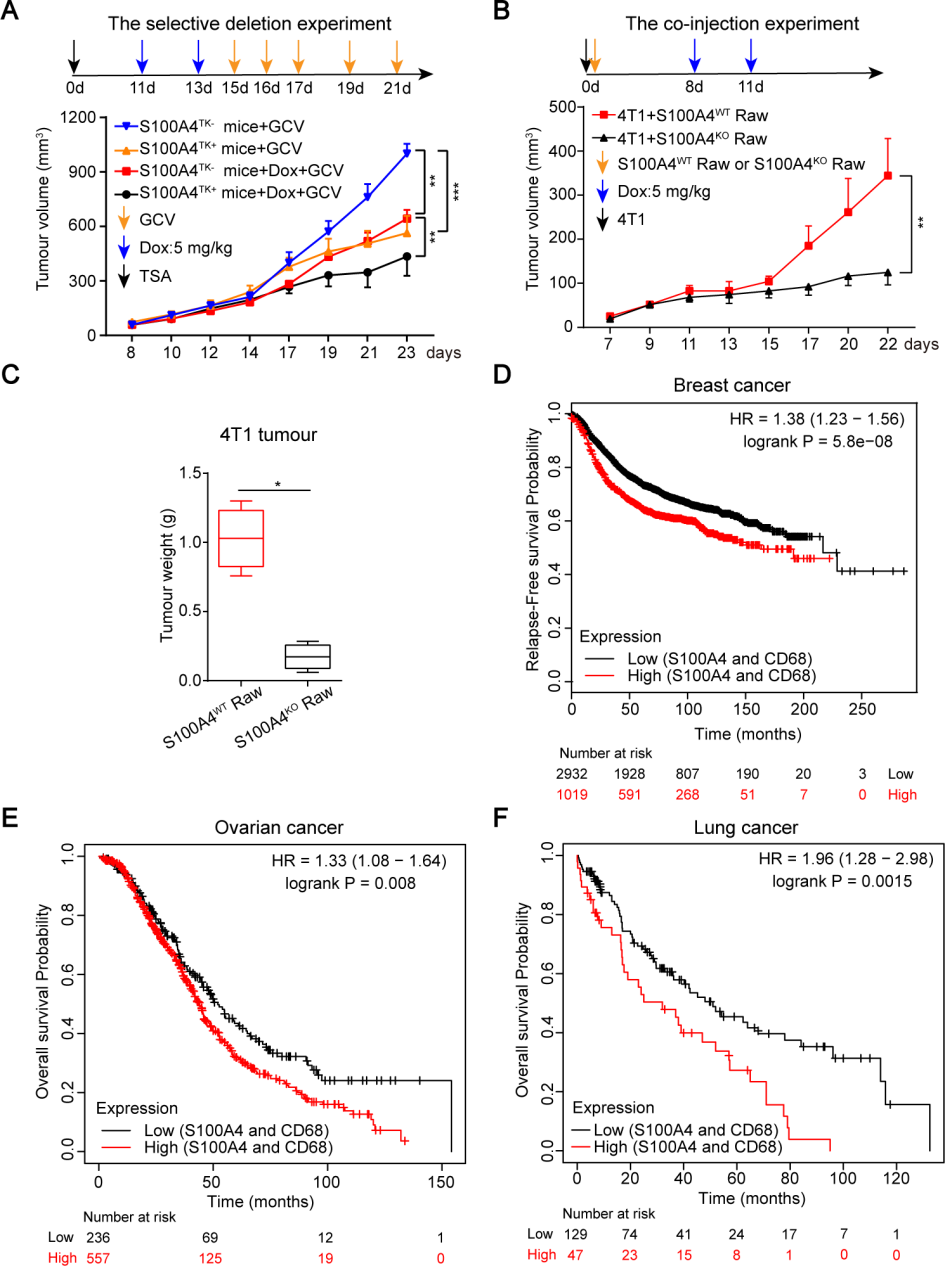
Macrophagic S100A4 correlates with chemotherapy-resistance and poor prognosis. (A) Effects of deleting proliferating S100A4^+^ cells on chemosensitivity. Growth of tumor grafts was monitored over time after initial injection of TSA breast cancer cells into S100A4^TK+^ transgenic mice and control S100A4^TK−^ littermates (n≥6). The mice were treated with doxorubicin (5 mg/kg) on days 11 and 13 before treatment with GCV (50 mg/kg body weight) on the indicated days. (B, C) Coinjection of 4T1 breast cancer cells together with S100A4^WT^ or S100A4^KO^ Raw264.7 cells (1:1 ratio) into WT Balb/c mice (n≥5) treated with doxorubicin (5 mg/kg) on days 8 and 11. Growth of tumor grafts was monitored over time after initial injection (B). Tumor weight of tumor grafts excised at the end of the experiment are shown (C). (D–F) Comparison of the relapse-free survival probability or overall survival rate of S100A4^low^/CD68^low^ and S100A4^high^/CD68^high^ patients with breast (D), ovarian (E), and lung (F) cancers after chemotherapy. Data are derived from a Kaplan-Meier plotter. Data (in A–C) are presented as mean±SE and were analyzed by unpaired Student’s t-test and two-way ANOVA Sidak's multiple comparisons. The data are from one representative experiment of three independent experiments (A–C). *P<0.05, **P<0.01, ***P<0.001. ANOVA, analysis of variance; GCV, ganciclovir; WT, wild type.

Based on the positive correlation between the frequencies of S100A4^+^ TAMs and tumor growth without chemotherapy (figure 2), next, we investigated the effects of S100A4^+^ TAMs on tumor growth after chemotherapy using paired S100A4^WT^ and S100A4^KO^ Raw264.7 cells. First, we tested the chemosensitivity of these cells to clinically used drugs doxorubicin and 5-fluorouracil. No difference in response to these two drugs was found between the two cell lines (online supplemental figure 6A, B). Then, the two cell lines together with 4T1 breast cancer cells were co-transplanted into WT Balb/c mice and treated with doxorubicin. After chemotherapy, compared with the coinjection of S100A4^KO^ Raw264.7 cells, the presence of S100A4^WT^ Raw264.7 cells markedly promoted 4T1 tumor regrowth and tumor weight increase (figure 3B, C). Thus, these results demonstrated that the presence of the S100A4^+^ TAM subset impedes anti-tumor response. Although S100A4 is a strong predictor of poor survival in cancer patients,^31–33^ whether S100A4^+^ TAMs are associated with prognosis and survival of patients with cancer remains unknown. To this end, we examined the Kaplan-Meier plotter dataset (https://kmplot.com/analysis/index.php?p=service). The database was established using available microarray gene expression data downloaded from Gene Expression Omnibus. The analysis results can be automatically generated based on the input information of genes or restrictions. The mRNA expression levels of S100A4 and CD68 were acquired according to the deposited microarray data in this database.^34^ We divided the patient cohort after therapy into two groups: S100A4^Low^/CD68^Low^ and S100A4^High^/CD68^High^, based on the expression levels of S100A4 and CD68, markers of TAMs. The Kaplan-Meier survival curve showed that greater expression of S100A4 and CD68 was predictive of reduced relapse-free survival of patients with breast cancer (figure 3D), and of reduced overall survival of patients with ovarian or lung cancer after chemotherapy (figure 3E, F). These results, therefore, indicate that S100A4 is a powerful predictor of cancer patient survival as a marker of protumor TAMs.

### S100A4 is needed for FAO upregulation during macrophage alternative polarization

To resolve the whole picture of S100A4 functions in alternative polarization of TAMs, we conducted quantitative proteomics analysis of IL-4-activated S100A4^WT^ and S100A4^KO^ BMDMs and identified ~200 differentially expressed peptides. Using the Kyoto Encyclopedia of Genes and Genomes (KEGG) and Gene Ontology (GO) analysis, we found that oxidative phosphorylation (OXPHOS) metabolism ranked at the statistically enriched pathways (false discovery rate (FDR)<0.5, (online supplemental figure 7A, B).

To further compare detailed changes to the gene expression signature, we performed protein-coding mRNA-seq analysis of S100A4^+^ and S100A4^−^ TAMs isolated from tumor grafts of E7710 tumor-bearing S100A4^WT−EGFP^ reporter mice (online supplemental figure 8A). 

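Cells of E0771 tumor grafts, formed by a mouse breast cancer cell line, were taken from reporter mice in which the S100a4 promoter drives EGFP. CD45+F4/80+CD11b+ cells were sorted on EGFP, and poly(A) RNA was sequenced in 3 libraries labelled S100A4+ (EGFP+) and 3 libraries labelled S100A4- (EGFP-). The authors mapped the reads to GRCm38 with Bowtie, quantified the genes with RSEM, and deposited counts and FPKM per gene and library with their own comparison of the groups. The deposited counts are whole numbers, which RSEM's estimates need not be, and the methods name no rounding step or other counter. Between 16736359 and 17822754 reads per library were counted on genes, with a median of 17104295 in the libraries labelled S100A4+ and 17078388 in those labelled S100A4-. The table lists 54829 genes, of which 27782 had at least 1 count in a library. Counts were normalized with edgeR's TMM factors, which ran from 0.906 to 0.935 in the S100A4+ libraries and from 1.07 to 1.10 in the S100A4- libraries, and are given as CPM, counts scaled to a common library size. Log2 fold changes are of the libraries labelled S100A4+ over those labelled S100A4-. They were tested over the 14589 genes that passed edgeR's filterByExpr with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and a gene was called higher or lower at an adjusted p under 0.05. The standard error (SE) of a log2 fold change is its size divided by the square root of the F statistic. A count of 0 allows up to 3 counts, which is 0.168 to 0.179 CPM depending on the library, and this limit covers counting error only, since the reads carry no molecular identifiers. The paper's text does not state whether libraries with the same number came from the same mice. Gene positions are those of GENCODE M21 on GRCm38.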

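S100a4 (ENSMUSG00000001020), whose promoter drives the sorted reporter, lies on chromosome 3 from 90603771 to 90606045 on the plus strand of GRCm38. Its counts were 28, 28 and 54 in replicates 1, 2 and 3 labelled S100A4+, and 74, 57 and 95 in those labelled S100A4-. This is 2.31 ± 0.960 CPM (SD, n = 3) against 4.08 ± 0.999 CPM (SD, n = 3), and the ranges of the groups overlapped. The log2 fold change was -0.82 (SE 0.32, adjusted p = 0.044 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), opposite in sign to the sort. With each library left out in turn it lay between -1.18 and -0.63, and in 4 of the 6 fits it was not past the threshold. Of the 584 exon bases of S100a4, 302 (51.7%) also belong to Gm42674 (ENSMUSG00000105518) on the same strand, which had 0 to 3 counts per library. Ribosomal protein genes that share at least 20% of their exon bases in this way had a median of 2.41 FPKM (4 genes), against 341 FPKM for the 73 others. The direction of every comparison therefore rests on the deposited labels. The genes of the 3 sort markers were all higher in the libraries labelled S100A4+. Ptprc (CD45) had 400.1 ± 49.9 CPM against 129 ± 12.2 CPM, a log2 fold change of 1.64 (SE 0.11, adjusted p = 1.3e-07 from the edgeR test). Adgre1 (F4/80) had 726 ± 72.6 CPM against 142 ± 16.9 CPM, a log2 fold change of 2.35 (SE 0.11). Itgam (CD11b), 68.7% of whose exon bases also belong to Gm49368, had 339 ± 41.1 CPM against 76.4 ± 10.8 CPM, a log2 fold change of 2.15 (SE 0.12; all SD with n = 3).

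**Figure D1:**
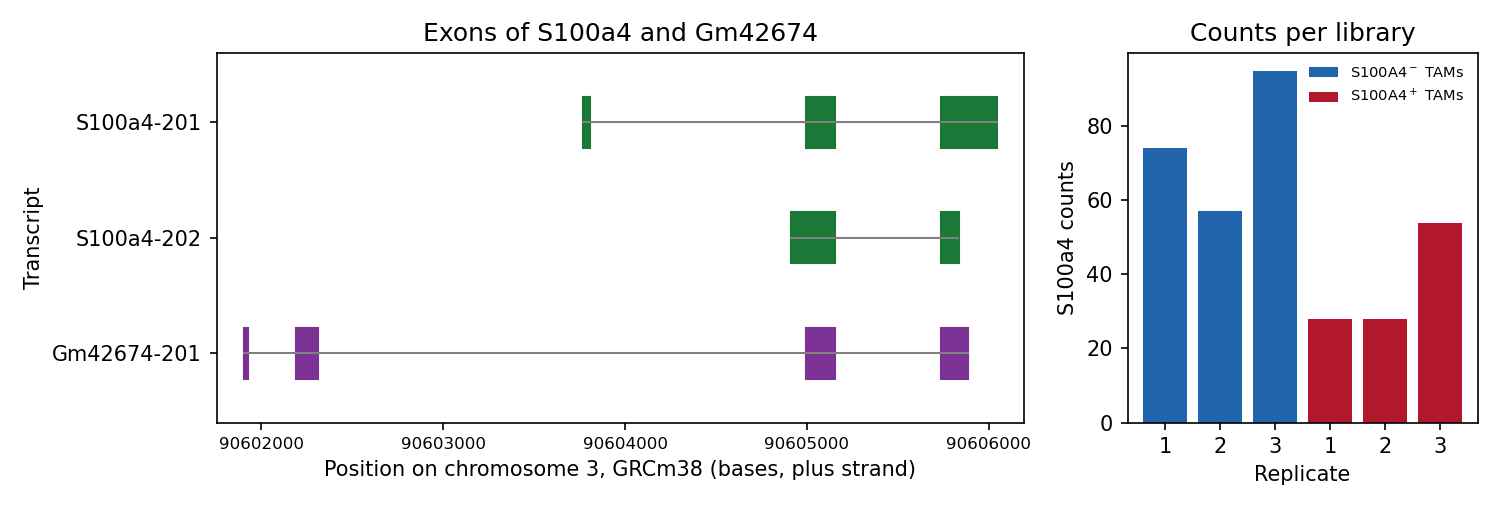
Exons of the S100a4 transcripts and of Gm42674 against position on chromosome 3 of GRCm38 in bases (left), and S100a4 counts of each of the 6 libraries as bars (right). The libraries labelled S100A4- have 57 to 95 counts and those labelled S100A4+ have 28 to 54 counts.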

A total of 8003 differentially expressed genes (DEGs) were identified, including 4160 up-regulated and 3843 downregulated genes (figure 4A; padj <0.05). 

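In the libraries labelled S100A4+, 4233 of the 14589 genes tested were higher and 4216 were lower than in those labelled S100A4-, together 8449 genes (57.9%). At an unadjusted p under 0.05 there were 9046 genes. The median log2 fold change was 1.10 among the genes called higher and -0.77 among those called lower. Changes of at least 1 on the log2 scale were seen in 2311 of the genes called higher and 1471 of those called lower. Of the 12539 protein-coding genes tested, 3857 were called higher and 3931 lower. The biological coefficient of variation between replicates was 12.7%. In 9323 genes (63.9%) the 3 libraries of one group all lay above the 3 of the other, where chance gives 10%. With library totals only, without a composition factor, the median log2 fold change of all genes moved from -0.032 to -0.27, and 3250 genes were higher and 6038 lower. Of the genes called here, 4017 higher and 3789 lower genes are called in the same direction in the authors' deposited table, and 0 in the opposite direction. Among called genes with at least 10 CPM on average and no overlap between groups, Cd5l (ENSMUSG00000015854, chromosome 3 from 87357881 to 87371073) rose most. It had 214 ± 28.3 CPM (SD, n = 3) in the S100A4+ libraries and 12.2 ± 0.819 CPM (SD, n = 3) in the S100A4- libraries, a log2 fold change of 4.13 (SE 0.12, adjusted p = 2.4e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Next came Ccl22 (3.86), Lyz1 (3.72), Ctsk (3.67) and Cgnl1 (3.53), with their log2 fold changes in parentheses. Asprv1 (ENSMUSG00000033508, chromosome 6 from 86628164 to 86629710) fell most, from 83.5 ± 12.2 CPM (SD, n = 3) in the S100A4- libraries to 9.06 ± 1.18 CPM (SD, n = 3), a log2 fold change of -3.20 (SE 0.14, adjusted p = 1.1e-08 from the edgeR test). It was followed by G0s2 (-3.10), S100a9 (-3.09), S100a8 (-2.81) and Retnlg (-2.78).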

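The M2 marker genes Mrc1, Il10, Cd163, Msr1, Mmp9, Il6, Cd38, Mgl2, Rbpj, Vegfa, Arg1 and Tgfb1 all had a higher mean CPM in the 3 libraries labelled S100A4+ than in the 3 labelled S100A4-. Mrc1, which encodes CD206 (ENSMUSG00000026712, chromosome 2 from 14229392 to 14332057 of GRCm38), had 1244 ± 144 CPM (SD, n = 3) in the S100A4+ libraries and 242 ± 59.0 CPM (SD, n = 3) in the S100A4- libraries. Its log2 fold change was 2.36 (SE 0.16, adjusted p = 8.9e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Il10 (ENSMUSG00000016529, chromosome 1 from 131019845 to 131024974) had 400.0 ± 42.4 CPM against 64.8 ± 10.4 CPM (SD, n = 3 each), a log2 fold change of 2.62 (SE 0.13, adjusted p = 1.5e-08 from the edgeR test). Cd163 (ENSMUSG00000008845, chromosome 6 from 124304656 to 124330527) was less abundant, at 55.4 ± 6.66 against 10.1 ± 2.47 CPM (SD, n = 3 each), and changed by 2.46 (SE 0.16) on the log2 scale. The log2 fold changes of Msr1, Mmp9, Il6, Cd38 and Mgl2 ran from 1.59 to 2.15, and that of Rbpj was 1.01. Vegfa (ENSMUSG00000023951, chromosome 17 from 46016993 to 46032369) changed least of the 12, with 128 ± 12.8 against 105 ± 8.31 CPM (SD, n = 3 each) and a log2 fold change of 0.28 (SE 0.10, adjusted p = 0.029 from the edgeR test). Vegfa was no longer past the threshold with upper-quartile factors (0.23), with library totals only (0.049), without S100A4- replicate 2 (0.24), without S100A4- replicate 3 (0.25) or without S100A4+ replicate 3 (0.24). Over the same libraries, 11 macrophage marker genes (Adgre1, Csf1r, Mertk, C1qa, C1qb, C1qc, Cd68, Fcgr1, Apoe, Lyz2 and Cd14) rose by a median of 2.28, more than 8 of the M2 marker genes.

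**Figure D2:**
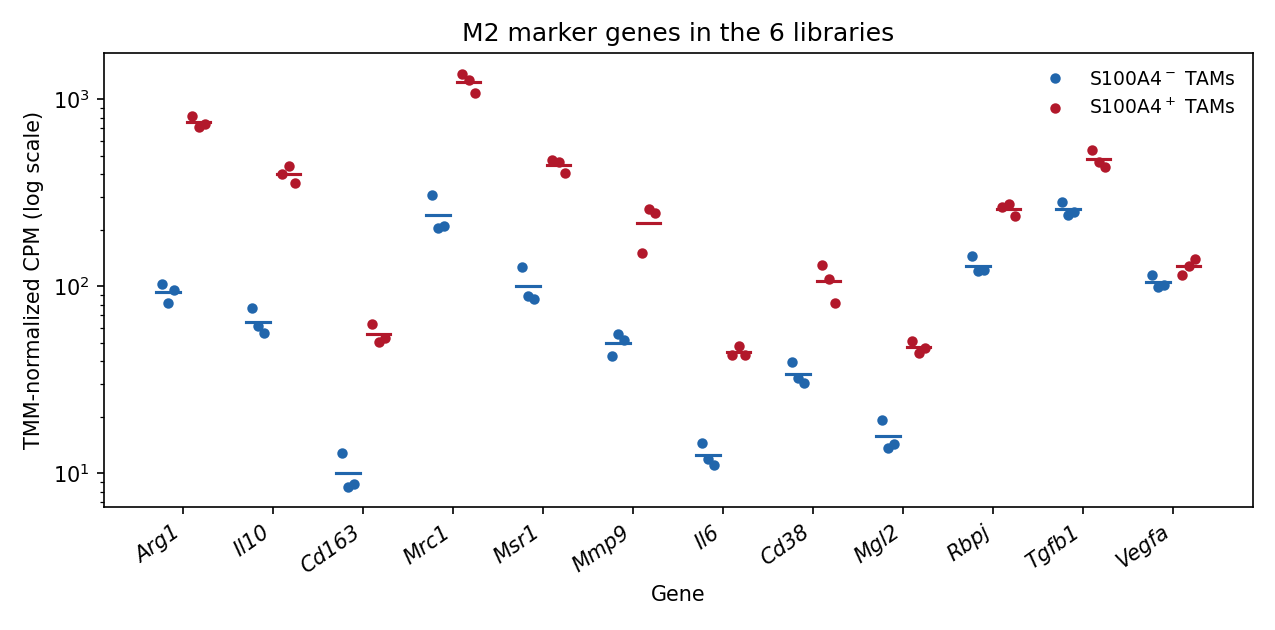
TMM-normalized CPM on a log scale of the 12 M2 marker genes in each of the 6 libraries; points are libraries and lines are group means. For Mrc1 the mean is 1244 CPM in the libraries labelled S100A4+ and 242 CPM in those labelled S100A4-, and for Vegfa the means are 128 and 105 CPM.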

KEGG and GO analysis of the DEGs from RNA-seq data further revealed that the molecular signatures of S100A4^+^ TAMs were identical to the ones observed in S100A4^WT^ Raw264.7 cells or BMDMs (figure 4B). Consistent with the proteomics analysis, gene expression in OXPHOS metabolism was also statistically changed in RNA-seq between S100A4^+^ and S100A4^−^ TAMs (figure 4C). 

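Figure 4C does not print its genes, so a list of nuclear-encoded genes of respiratory complexes I to IV and of ATP synthase was used. Most encode subunits, but Cox10, Cox11, Cox15 and Cox17 encode assembly factors. Of 81 genes tested, 22 were called higher and 5 lower in the libraries labelled S100A4+; adjusted over the list alone, 13 were higher and 1 lower. The median log2 fold change of the list was 0.12, and it was -0.12 with library totals only. The extremes, picked after their values were seen, were Ndufa12 at -0.67 and Cox7a1 at 0.87, neither of them called. Genes were assigned to complexes by their names, which counts those assembly factors under complex IV. The medians were 0.10 for complex I, 0.27 for complex II, 0.072 for complex III, 0.21 for complex IV and 0.029 for ATP synthase. As a set, the list was not past the threshold (adjusted p = 0.24 from limma's camera test on log2 CPM, with a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 21 gene lists; 0.0050 to 0.96 over its alternatives, lowest with V-ATPase subunits added and highest with library totals only). Leaving out S100A4- replicate 1 lowered its median to 0.048, leaving out S100A4+ replicate 1 lowered it to 0.073, and leaving out S100A4+ replicate 2 raised it to 0.18 and brought the set past the threshold (adjusted p = 0.047). With the subunits of the vacuolar proton pump (V-ATPase) added, as in the KEGG pathway, the median was 0.22 and the set was past the threshold (adjusted p = 0.0050). Of those V-ATPase subunits 18 were tested and 17 were called higher, with a median log2 fold change of 1.04. Of 12 mitochondrially encoded subunits, whose reads nuclear copies can share, 7 were called lower and 0 higher, with a median of -0.42. Across the 21 lists, 11 were past the threshold with the preset correlation; all 11 were also past it under limma's fry test, and none of the 21 was with the correlation estimated from the data.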

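Genes of FA transport and its regulation (Cd36, Pparg, Ppard, Fabp2, Fabp3, Fabp4, Slc27a1, Msr1, Scarb1 and Scarb2) were taken as a list. Cd36 (ENSMUSG00000002944, chromosome 5 from 17781690 to 17888801 of GRCm38) had 220.3 ± 20.7 CPM (SD, n = 3) in the libraries labelled S100A4+ and 21.3 ± 3.47 CPM (SD, n = 3) in those labelled S100A4-. Its log2 fold change was 3.37 (SE 0.13, adjusted p = 8.3e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), larger than the median of 2.28 for 11 macrophage marker genes. Fabp3 (ENSMUSG00000028773, chromosome 4 from 130308595 to 130315463) had 3.08 ± 0.141 against 0.705 ± 0.375 CPM (SD, n = 3 each), a log2 fold change of 2.12 (SE 0.41, adjusted p = 6.3e-04 from the edgeR test), and rested on 5 to 17 counts in the S100A4- libraries. Fabp4 (ENSMUSG00000062515, chromosome 3 from 10204088 to 10208576) had 29.4 ± 3.89 against 12.1 ± 0.206 CPM (SD, n = 3 each), a log2 fold change of 1.28 (SE 0.13). Scarb2 rose by 0.83 (SE 0.099) and Slc27a1, which encodes FATP1, by 0.70 (SE 0.096) on the log2 scale. Scarb1 (ENSMUSG00000037936, chromosome 5 from 125277087 to 125341094) was lower, with 221 ± 24.6 against 314 ± 17.6 CPM (SD, n = 3 each) and a log2 fold change of -0.50 (SE 0.10, adjusted p = 8.9e-04 from the edgeR test). Fabp2 had 1 count in S100A4- replicate 2 and 0 in the other libraries, so a difference was not detectable at this depth. In all, 7 of the 9 genes tested were called higher and 2 lower, also when adjusted over the list alone, which is not independent evidence because the study showed these genes from the same libraries. The median log2 fold change of the list was 1.28, and as a set it was past the threshold (adjusted p = 0.011 from limma's camera test; 2.5e-04 to 0.26 over its alternatives).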

Interestingly, S100A4^+^ TAMs had higher expression of genes related with FA metabolism pathway, especially FA transport, compared with S100A4^−^ TAMs. 

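Of the FA oxidation (FAO) genes Cpt1a, Cpt1b, Cpt1c, Acox3, Acads, Acadm, Acadl, Scp2, Acaa1b, Ehhadh, Sdhb and Uqcrc1, 10 were tested. In the libraries labelled S100A4+, 6 were called higher and 1 lower, also when adjusted over the list alone, which is not independent evidence because the study showed these genes from the same libraries. Cpt1a (ENSMUSG00000024900, chromosome 19 from 3323301 to 3385732 of GRCm38) had 125 ± 8.67 CPM (SD, n = 3) against 53.5 ± 5.57 CPM (SD, n = 3) in the libraries labelled S100A4-. The log2 fold change of Cpt1a was 1.22 (SE 0.10, adjusted p = 4.8e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Acox3 (ENSMUSG00000029098, chromosome 5 from 35583040 to 35615352) had 64.9 ± 2.30 against 21.9 ± 1.86 CPM (SD, n = 3 each), a log2 fold change of 1.57 (SE 0.10, adjusted p = 8.4e-08 from the edgeR test). Ehhadh changed by 1.76 (SE 0.43) on the log2 scale, from 8 to 26 counts per library to 33 to 51. Scp2 (0.70), Sdhb (0.51) and Acadl (0.36) were also called higher, with their log2 fold changes in parentheses; Acadl was not called with library totals only (0.13). Cpt1c was lower, with 5 to 8 counts against 22 to 27 and a log2 fold change of -1.79 (SE 0.43, adjusted p = 0.0032 from the edgeR test). Acads (-0.18), Acadm (-0.052) and Uqcrc1 (0.095) were not called. With library totals only, Acads (-0.42) and Acadm (-0.29) were called lower, and Uqcrc1 (-0.14) changed sign. Uqcrc1 also changed sign without S100A4+ replicate 1, at -0.0087. Cpt1b, 81.4% of whose exon bases also belong to Gm44502, had 0 to 4 counts per library and Acaa1b 0 to 5, too few to test. The 6 genes called higher each rose by less than the median of 2.28 for 11 macrophage marker genes. The median log2 fold change of the list was 0.44, and as a set it was not past the threshold (adjusted p = 0.089 from limma's camera test; 0.0015 to 0.30 over its alternatives). It was past the threshold without a filter on low counts (0.60) and under fry.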

The expression of genes related with FAO was not significantly changed between S100A4^+^ and S100A4^−^ TAMs (figure 4D), which was further confirmed in S100A4^WT^ and S100A4^KO^ BMDMs (online supplemental figure 8B). In contrast, compared with S100A4^−^ TAMs, S100A4^+^ subsets had significantly downregulated genes in FA synthesis (figure 4D).

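Fasn, which encodes fatty acid synthase (ENSMUSG00000025153, chromosome 11 from 120805846 to 120824547 of GRCm38), had 339 ± 21.6 CPM (SD, n = 3) in the libraries labelled S100A4+ and 868 ± 42.8 CPM (SD, n = 3) in those labelled S100A4-. Its log2 fold change was -1.36 (SE 0.092, adjusted p = 1.1e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Scd1 (ENSMUSG00000037071, chromosome 19 from 44394451 to 44407709) had 25.2 ± 1.43 against 60.2 ± 4.40 CPM (SD, n = 3 each), a log2 fold change of -1.26 (SE 0.10, adjusted p = 4.5e-07 from the edgeR test). Fads2 (ENSMUSG00000024665, chromosome 19 from 10064164 to 10101503) had 13.9 ± 1.25 against 32.7 ± 3.89 CPM (SD, n = 3 each), a log2 fold change of -1.23 (SE 0.13, adjusted p = 5.0e-06 from the edgeR test). Over the same libraries the 10 genes of a fibroblast list fell by a median of 1.08 on the log2 scale. Acly (ENSMUSG00000020917, chromosome 11 from 100476353 to 100528000) was not called, with 246 ± 7.85 against 218 ± 9.09 CPM (SD, n = 3 each) and a log2 fold change of 0.18 (SE 0.086, adjusted p = 0.097 from the edgeR test), which was -0.061 with library totals only. Me3 had 0 to 2 counts per library, so a difference was not detectable at this depth. Of the 4 genes tested, 3 were called lower, also when adjusted over the list alone, which is not independent evidence because the study showed these genes from the same libraries. The median log2 fold change of the list was -1.25 (adjusted p = 0.045 from limma's camera test; 2.5e-04 to 0.30 over its alternatives). The set was not past the threshold with library totals only (-1.48), with genes of at least 10 counts in every library (-1.24) or with protein-coding genes only (-1.24).

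**Figure D3:**
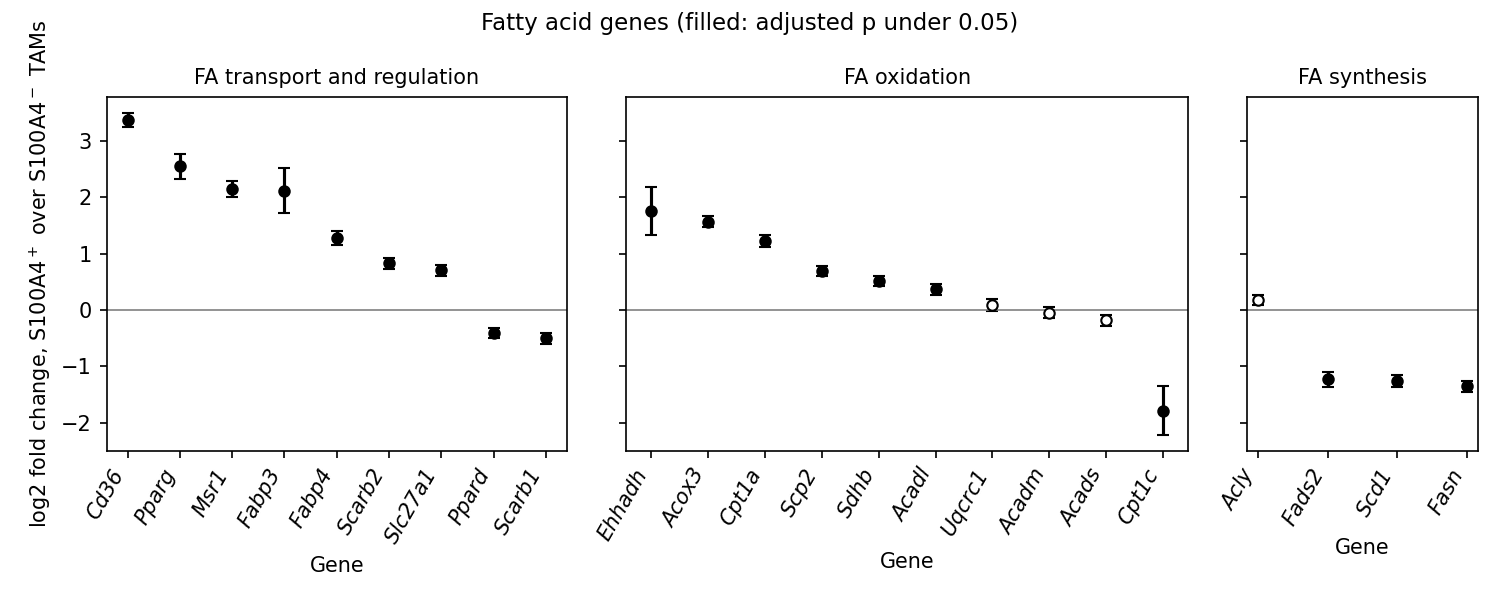
Log2 fold changes of the libraries labelled S100A4+ over those labelled S100A4- for the tested genes of FA transport and regulation, FA oxidation and FA synthesis; bars are SE and filled points are genes called at an adjusted p under 0.05. Fasn, Scd1 and Fads2 lie between -1.36 and -1.23; with library totals only Acly and Uqcrc1 lie below 0.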

**Figure 4:**
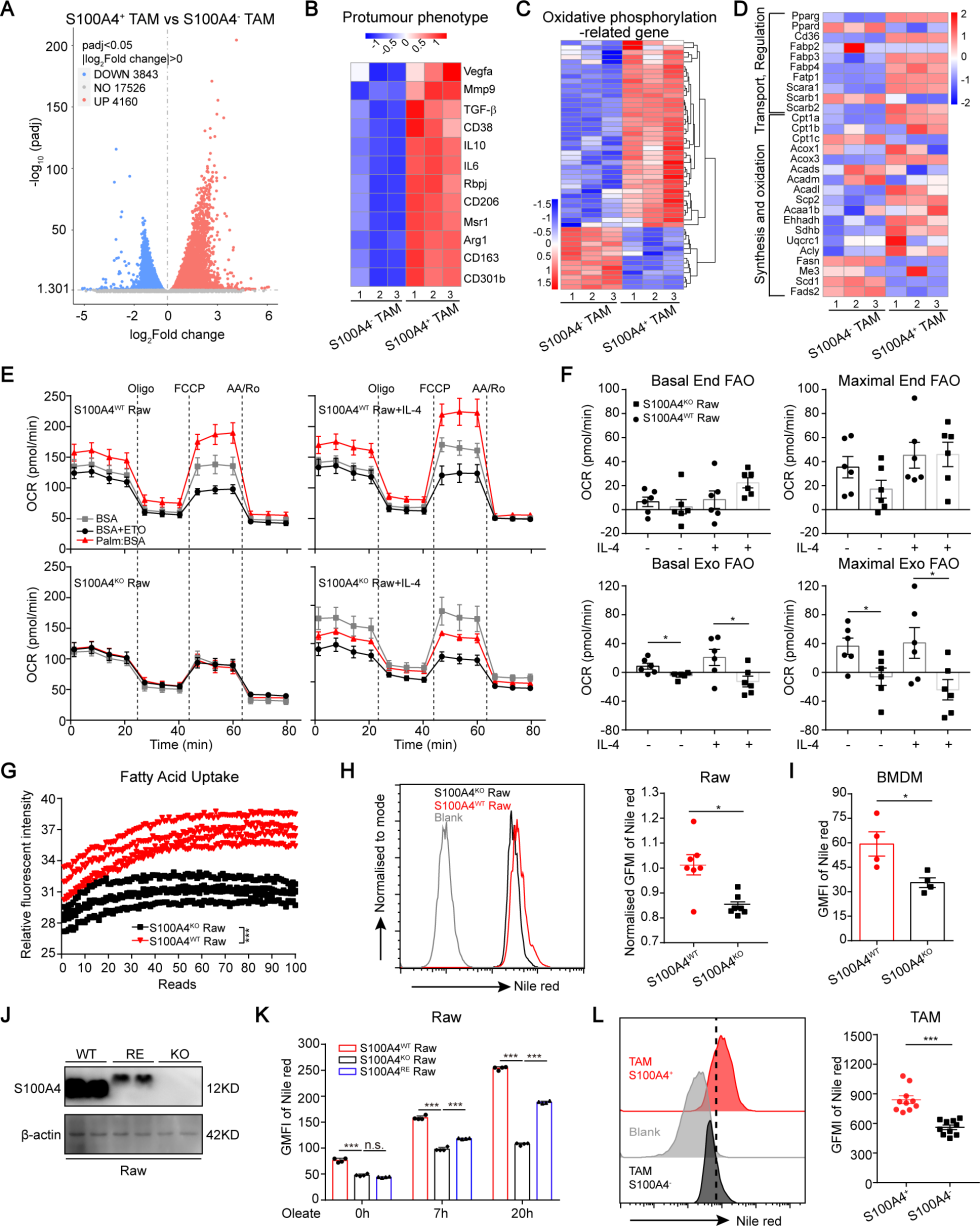
S100A4 depletion reduces macrophagic capability in usage of exogenous fatty acids. (A–D) RNA sequencing analysis of DEGs between S100A4^+^ and S100A4^−^ TAMs in tumor grafts from E0771 breast cancer cell-bearing S100A4^WT-EGFP^ reporter mice. Volcano diagram of DEGs, threshold is padj < 0.05 (A). Heatmap view of gene expression of M2 markers (B), oxidative phosphorylation (C) and FA metabolism (D) in S100A4^+^ and S100A4^−^ TAMs. (E, F) S100A4^WT^ or S100A4^KO^ Raw264.7 cells were activated by IL-4 for 36 hours. The non-activated macrophages were used as controls. The mitochondrial oxygen consumption rate (OCR) was monitored and analyzed in the presence or absence of FAO substrate (PALM, palmitate) or CPT1 inhibitor (ETO, etomoxir) via XFe^96^ Analyzer (E). The basal and the maximal endogenous or exogenous FAO was quantified based on the OCR value (F). (G) Measurement of FA uptake in S100A4^WT^ or S100A4^KO^ Raw264.7 cells. (H, I) Flow cytometric analysis of lipid content in S100A4^WT^ or S100A4^KO^ Raw264.7 cells (H) or in BMDMs (I) stained with Nile red. (J) Identification of the re-expression of S100A4 in S100A4^KO^ Raw264.7 cells. (K) Flow cytometric analysis of lipid content (Nile red staining) in S100A4^WT^, S100A4^KO^, or S100A4^RE^ Raw264.7 cells with oleate (0.2 mM) incubation. (L) Flow cytometric analysis of lipid content in S100A4^+^ or S100A4^−^ TAMs isolated from E0771 breast cancer cell-bearing female mice. Data are presented as mean±SE and were analyzed by two-way ANOVA with Tukey's multiple multiple comparisons and unpaired non-parametric Mann-Whitney U test. The data are from one representative experiment of three independent experiments (E–K). *P<0.05, ***P<0.001. ANOVA, analysis of variance; BMDMs, bone marrow-derived macrophages; DEGs, differentially expressed genes; FA, fatty acid; FAO, fatty acid oxidation; FCCP, carbonyl cyanide 4-(trifluoromethoxy) phenylhydrazone; GMFI, geometric mean fluorescence intensity; IL-4, interleukin 4; KO, knockout; Oligo, oligomycin; n.s., not signifacant; Rtn/AA, rotenone/antimycin-A; TAM, tumor-associated macrophage; TGF-β, transforming growth factor-β; WT, wild type.

Our previous work revealed that intracellular lipid droplets, which provide a stable source of FAs for TAMs, control TAMs polarization toward an M2-like phenotype.^11^ Another research group also found that enhanced lipid accumulation and metabolism are required for the differentiation and activation of TAMs.^10^ Considering that FA catabolism involves extra-FA transport into cells and mitochondrion-dependent FAO, we wondered which of these processes is affected by S100A4 deficiency. Accordingly, we compared mitochondrial FAO capacity by measuring the (OCR, index of OXPHOS) in S100A4^WT^ and S100A4^KO^ Raw264.7 cells with or without the addition of BSA-palmitate (PALM, the FAO substrate) or BSA-ETO (the FAO inhibitor figure 4E). We observed that the basal and maximal OCR of S100A4^WT^ Raw264.7 cells, treated with or without IL-4, in media without FAO substrate was not significantly different from those of S100A4^KO^ Raw264.7 cells, indicating S100A4-KO did not affect the endogenous FA oxidation (figure 4F, upper row). Intriguingly, however, the respiratory capacity of S100A4^KO^ Raw264.7 cells with or without IL-4 treatment was greatly impaired when the FAO substrate was present (figure 4F, lower row), manifesting that S100A4-KO only impaired the exogenous FA oxidation. However, what we did not observe was a significant decrease of expression in FAO-related genes in S100A4-deficient BMDMs (online supplemental figure 8B). Taking these findings together, we concluded that S100A4 deficiency results in major defects in extracellular FA usage, causing FA shortage during FAO of macrophage alternative polarization.

Next, we explored whether the failure of FAO upregulation in IL-4-activated S100A4^KO^ Raw264.7 cells was due to defects in FA transportation pathways. Examination of the FA uptake discovered that S100A4 deficiency in Raw264.7 cells led to a significant reduction in FA absorption (figure 4G). To further confirm the above findings, we added oleate in cell culture media to observe intracellular accumulation of lipid droplet (LD), because excessively absorbed FAs can be stored within cells as LDs. Consistently, flow cytometry analysis revealed that a close correlation between S100A4 deficiency and decreased intracellular lipid content was also observed in S100A4-deficient Raw264.7 cells and BMDMs (figure 4H, I), indicating that S100A4 is necessary for FA uptake by macrophages.

To further explore whether the re-expression of S100A4 can restore FA absorption, we re-constituted S100A4 expression in S100A4^KO^ Raw264.7 cells by transfecting S100A4 into this cell line. Flow cytometric analysis indicated that the lipid contents in S100A4^RE^ Raw264.7 cells with S100A4 re-expression were significantly restored (figure 4J, K). A reduction of lipid content was also observed in S100A4-deficient TAMs derived from E0771 tumor grafts (figure 4L). Taken together, these data suggest that S100A4 is required for the reprogramming of FA metabolism in macrophages, which governs macrophage polarization.

### S100A4 controls TAM alternative polarization via determining PPAR-γ induction

It is well known that the transcriptional factors of STAT6,^35 36^ PPAR-γ^9 13^ and PPAR-γ-coactivator-1β (PGC-1β)^37^ control FAO upregulation and mitochondrial biogenesis in macrophage alternative polarization. Therefore, we first examined protein levels of total and phosphor-STAT6 in S100A4^WT^ and S100A4^KO^ Raw264.7 cells with or without IL-4 treatment. No differences in expression and activation of STAT6 were found between the two cell lines (online supplemental figure 9A). However, the IL-4-induced S100A4 upregulation was significantly inhibited in the presence of STAT6 inhibitor (online supplemental figure 9B). In contrast, RNA-seq analysis revealed that there was a significantly decreased expression of PPAR-γ, but not of PPAR-α and PPAR-β/δ, in S100A4^−^ TAMs (CD11b and F4/80 double positive cells) compared with S100A4^+^ TAMs (online supplemental figure 9C). These results indicated that S100A4/PPAR-γ is downstream pathway and regulated by STAT6 signaling.

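Pparg, which encodes PPAR-γ (ENSMUSG00000000440, chromosome 6 from 115360951 to 115490399 of GRCm38), had 31.1 ± 1.19 CPM (SD, n = 3) in the libraries labelled S100A4+ and 5.33 ± 2.22 CPM (SD, n = 3) in those labelled S100A4-. Its log2 fold change was 2.55 (SE 0.22, adjusted p = 6.8e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), against a median of 2.28 for 11 macrophage marker genes. With each library left out in turn it lay between 2.35 and 2.94. Ppard, which encodes PPAR-β/δ (ENSMUSG00000002250, chromosome 17 from 28232700 to 28301474), went the other way, with 70.0 ± 4.30 CPM (SD, n = 3) in the S100A4+ libraries and 93.0 ± 5.08 CPM (SD, n = 3) in the S100A4- libraries. For Ppard the log2 fold change was -0.41 (SE 0.090, adjusted p = 0.0018 from the edgeR test), with 3 of 3 S100A4- libraries above every S100A4+ library. Ppara, which encodes PPAR-α (ENSMUSG00000022383, chromosome 15 from 85734983 to 85802819), had 0 counts in all 6 libraries, so neither its expression nor a difference was detectable at this depth. Ppargc1a, which encodes PGC-1α, had 1 count in S100A4+ replicate 2 and 0 in the other libraries. Ppargc1b, which encodes PGC-1β (ENSMUSG00000033871, chromosome 18 from 61298136 to 61400431), had 22 to 63 counts per library and 3.47 ± 0.753 against 1.23 ± 0.0507 CPM (SD, n = 3 each), a log2 fold change of 1.49 (SE 0.30, adjusted p = 9.0e-04 from the edgeR test). Stat6 (ENSMUSG00000002147, chromosome 10 from 127642986 to 127660957) had 262 ± 13.9 against 183 ± 7.91 CPM (SD, n = 3 each), a log2 fold change of 0.52 (SE 0.088, adjusted p = 2.4e-04 from the edgeR test). From unchanged STAT6 in S100A4 KO Raw264.7 cells, the inhibition of IL-4-induced S100A4 by a STAT6 inhibitor and the PPAR-γ difference in TAMs, the paper concludes that S100A4 and PPAR-γ form a downstream pathway regulated by STAT6 signaling.

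**Figure D4:**
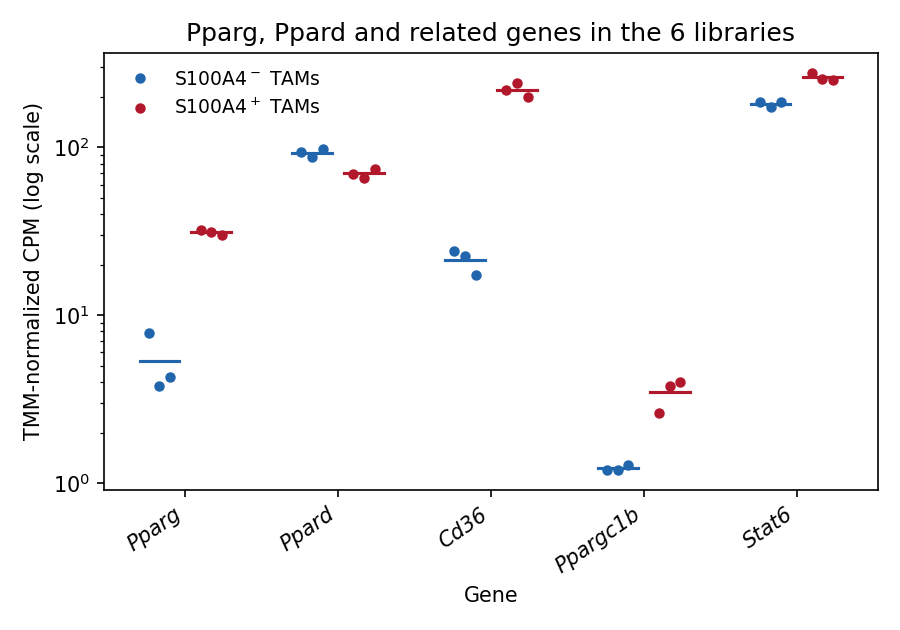
TMM-normalized CPM on a log scale of Pparg, Ppard, Cd36, Ppargc1b and Stat6 in each of the 6 libraries; points are libraries and lines are group means. The libraries labelled S100A4+ lie above those labelled S100A4- for Pparg (means of 31.1 and 5.33 CPM) and below them for Ppard (means of 70.0 and 93.0 CPM).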

Such expression patterns of PPARs were further confirmed in S100A4^WT^ and S100A4^KO^ Raw264.7 cells by immunoblotting, in which the IL-4−stimulated induction but not the expression of PPAR-γ was inhibited by S100A4 deficiency. In contrast, the expression and induction of other PPARs (PPAR-α and PPAR-β/δ) and PGC-1s (PGC-1α and PGC-1β) was not affected by S100A4 deficiency (figure 5A). The S100A4-dependent PPAR-γ induction in macrophage alternative polarization was further confirmed in S100A4-deficient Raw264.7 cells, BMDMs and macrophage specific S100A4-KO TAMs (figure 5B–D). When we reconstituted S100A4 expression in S100A4-deficient Raw264.7 cells, IL-4−stimulated PPAR-γ induction was restored to the same levels as in S100A4^WT^ Raw264.7 cells (figure 5E). Therefore, these results clearly demonstrated that S100A4 is required―that is, it is both necessary and sufficient―for PPAR-γ induction responding to M2 or M2-like macrophage activators.

**Figure 5:**
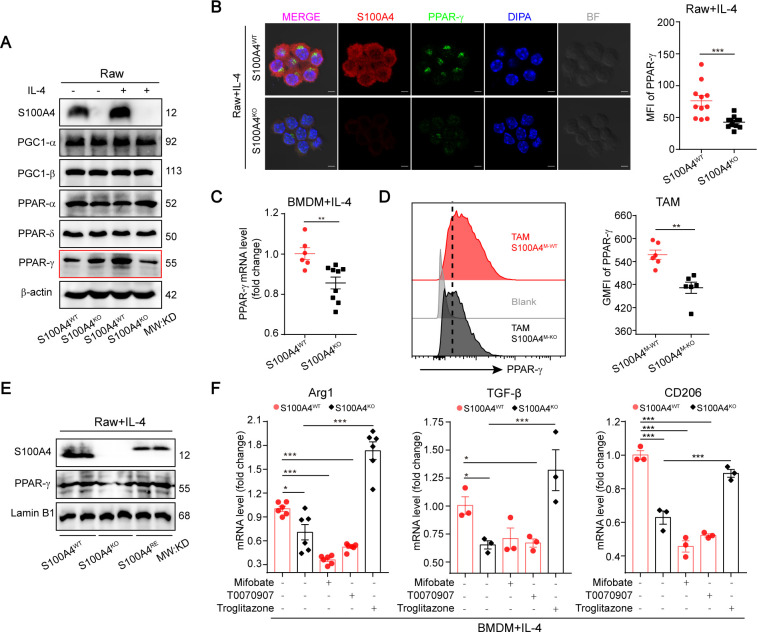
S100A4 controls macrophage alternative activation via determining PPAR-γ induction. (A) Immunoblotting examination of expression of PPARs and their co-activators in S100A4^WT^ or S100A4^KO^ Raw264.7 cells treated with or without IL-4. (B) Immunofluorescence analysis of expression of S100A4 and PPAR-γ in IL-4-activated S100A4^WT^ or S100A4^KO^ Raw264.7 cells. The immune complexes were detected with a secondary antibody conjugated to Alexa Fluor 555 (red). DNA was stained with DAPI (blue). Scale bars, 5 μm. (C) q-PCR analysis of PPAR-γ expression in IL-4-activated S100A4^WT^ or S100A4^KO^ BMDMs. (D) Flow cytometric analysis of PPAR-γ expression in TAMs of the tumor grafts isolated from E0771 breast cancer cell-bearing S100A4^M-WT^ or S100A4^M-KO^ mice. (E) Immunoblotting examination of PPAR-γ expression in IL-4-activated S100A4^WT^, S100A4^KO^ or S100A4^RE^ Raw264.7 cells. (F) q-PCR analysis of M2 marker expression in IL-4-activated BMDMs in the presence or absence of PPAR-γ inhibitor (mifobate, 200 µM; or T0070907, 100 µM) or agonist (troglitazone, 2 µM). Data are presented as mean±SE and were analyzed by one-way ANOVA with Tukey's multiple comparisons. The data are from one representative experiment of three independent experiments (A, B, E). *P<0.05, **P<0.01, ***P<0.001. ANOVA, analysis of variance; BMDMs, bone marrow-derived macrophages; GMFI, geometric mean fluorescence intensity; KO, knockout; IL-4, interleukin 4; MFI, mean fluorescence intensity; PPAR-γ, peroxisome proliferator-activated receptor γ; TAM, tumor-associated macrophage; WT, wild type; DAPI, 4',6-diamidino-2-phenylindole.

Next, we investigated whether PPAR-γ exerted the same roles in the S100A4^+^ subsets of TAMs as in other TAMs, as reported previously. We inhibited PPAR-γ activation in S100A4^WT^ BMDMs with a selective PPAR-γ inhibitor (mifobate or T0070907); simultaneously activated PPAR-γ in S100A4^KO^ BMDMs with PPAR-γ agonist (troglitazone) in combination with IL-4. The PPAR-γ inhibitors dramatically blocked the upregulation of M2 marker (arginase, TGF-β, and CD206) expression in S100A4^WT^ BMDMs. In contrast, the PPAR-γ agonist reversed the expression of M2 marker genes (figure 5F). The highly positive correlation between S100A4 expression and PPAR-γ activation indicated that the PPAR-γ pathway is involved in the protumor polarization of S100A4^+^ subsets.

### S100A4-PPAR-γ facilitates FA uptake of TAMs through CD36

Many target genes of PPAR-γ are effectors of macrophage alternative polarization.^38^ To determine which of these effectors specifically act downstream from S100A4-PPAR-γ during macrophage alternative polarization, using IL-4−activated S100A4^WT^ and S100A4^KO^ BMDMs we re-checked the PPAR-γ−regulated DEGs in RNA-seq data by q-PCR. We found that only CD36 expression was markedly inhibited by S100A4 deficiency (online supplemental figure 10A). This was further verified by immunoblotting at the protein level (figure 6A). A correlation between S100A4 deficiency and CD36 downregulation was also found in S100A4^−^ and S100A4^+^ TAMs isolated from E0771-bearing S100A4^WT−EGFP^ reporter mice (figure 6B), and in macrophage-specific S100A4-KO TAMs (figure 6C). Using S100A4^WT^ and S100A4^KO^ Raw264.7 cells, we observed that CD36 induction was impaired in KO cells (figure 6D and online supplemental figure 10B). Under abdominal inflammation conditions, the proportion of CD36^+^ macrophages isolated from the spleen of S100A4^KO^ mice was also significantly decreased compared with that derived from S100A4^WT^ mice (online supplemental figure 10C). These data demonstrated that macrophagic S100A4 is also necessary for CD36 induction.

**Figure 6:**
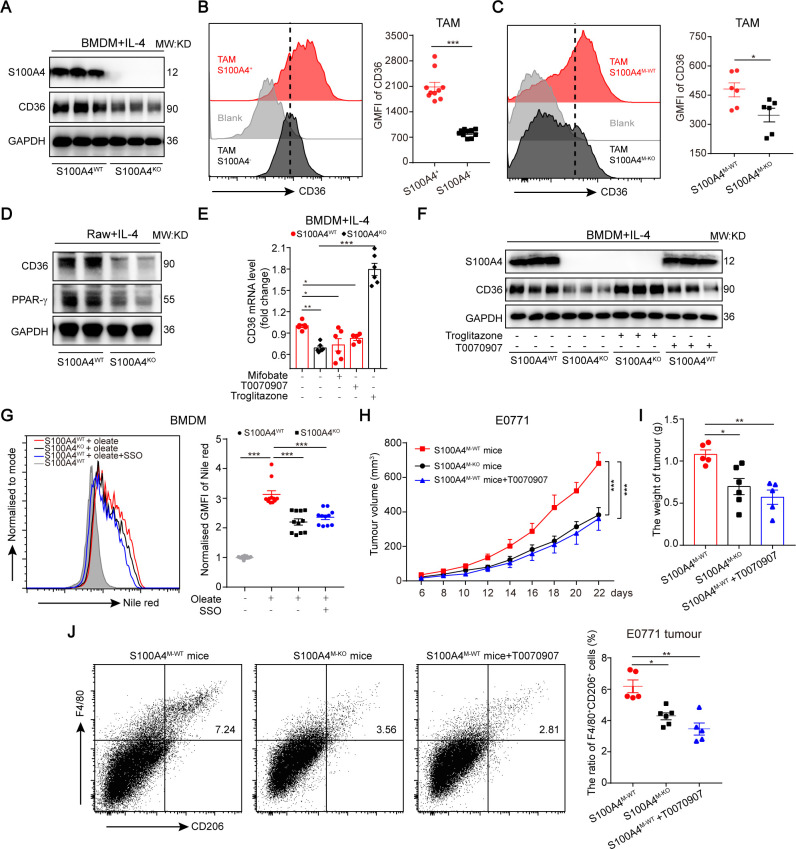
S100A4 promotes fatty acid uptake through upregulation of PPAR-γ targeting gene CD36. (A) Immunoblotting examination of CD36 expression in IL-4−activated S100A4^WT^ or S100A4^KO^ BMDMs. (B) Flow cytometric analysis of CD36 expression in S100A4^+^ and S100A4^−^ TAMs from tumor grafts in E0771 breast cancer cell-bearing S100A4^WT−EGFP^ reporter mice. (C) Flow cytometric analysis of CD36 expression in S100A4^M−WT^ and S100A4 ^M−KO^ TAMs from tumor grafts in E0771 breast cancer cell-bearing S100A4^M−WT^ or S100A4^M−KO^ female mice (n≥5). (D) Immunoblotting examination of CD36 expression in IL-4-activated Raw264.7 cells. (E, F) Examination of CD36 mRNA and protein expression in IL-4-activated S100A4^WT^ or S100A4^KO^ BMDMs in the presence or absence of PPAR-γ inhibitor (mifobate, 200 µM; or T0070907, 100 µM) or agonist (troglitazone, 2 µM). (G) Flow cytometric analysis of lipid content in S100A4^WT^ or S100A4^KO^ BMDMs stained with Nile red. The cells were incubated with oleate (0.2 mM) in the presence or absence of CD36 inhibitor SSO (25 µM) as indicated. Data are from three independent experiments. The values were normalized with that in S100A4^WT^ BMDMs without treatment. (H, I) E0771 breast cancer cells were implanted into S100A4^M−WT^ (with or without PPAR-γ inhibitor, T0070907) or S100A4^M−KO^ female mice. The growth of tumor grafts (H, left) was monitored over time after initial cell implantation, and the tumor weight (I, right) of tumor grafts excised at the end of the experiment are shown. The number of CD206^+^ protumor TAMs (J) in tumor grafts was examined by flow cytometry. Data are presented as mean±SE and were analyzed by unpaired nonparametric Mann-Whitney U test in B, C; one-way ANOVA with Tukey's multiple comparisons test in E, G–J; and two-way ANOVA with Dunnett's multiple comparisons test in H. The data are from one representative experiment of three independent experiments (A–D, F, J). *P<0.05, **P<0.01, ***P<0.001. ANOVA, analysis of variance; BMDMs, bone marrow-derived macrophages; GMFI, geometric mean fluorescence intensity; KO, knockout; IL-4, interleukin 4; MFI, mean fluorescence intensity; PPAR-γ, peroxisome proliferator-activated receptor γ; TAM, tumor-associated macrophage; WT, wild type; SSO, sulfo-N-succinimidyl oleate Na.

Using IL-4-activated S100A4^WT^ and S100A4^KO^ BMDMs, we found that PPAR-γ inhibition could inhibit CD36 expression in S100A4^WT^ BMDMs. In contrast, the PPAR-γ agonist reversed the expression of CD36 in S100A4^KO^ BMDMs to similar levels as in S100A4^WT^ BMDMs (figure 6E, F and online supplemental figure 11). Flow cytometry analysis of lipid levels in S100A4^M−WT^ or S100A4^M−KO^ BMDMs revealed that CD36 inhibition could indeed significantly impair lipid accumulation in S100A4-sufficient cells (figure 6G). These data indicated that CD36 is the major effector that contributes to S100A4-mediated FA uptake.

We further compared the effects of depletion of S100A4^+^ TAMs and inhibition of PPAR-γ on tumor growth. To this end, we implanted E0771 and MCA205 tumor cells into S100A4^M−KO^ and control S100A4^M−WT^ mice with or without PPAR-γ inhibitor. Significantly inhibited tumor development (tumor growth and weight) and a lower proportion of CD206^+^ protumor TAMs was observed in the macrophagic-specific S100A4-KO animals and in the animals treated with PPAR-γ inhibitor compared with control animals (figure 6H, I, J and online supplemental figure 12A, B), in which no body weight change was observed (online supplemental figure 12C, D). These data clearly indicated that S100A4-PPAR-γ upregulation of TAM FAO is through CD36, suggesting that depletion of the S100A4^+^ subset population of TAMs has highly promising therapeutic potential in cancer therapy.

## Discussion

A major challenge in understanding how the TME shapes TAMs with protumor functions is deciphering the mechanisms underlying TAM alternative activation towards a protumor phenotype, which links macrophage plasticity and function.^39^ This study provides evidence revealing how S100A4 controls FA catabolism reprogramming to modulate macrophage protumor polarization. Due to the requirement of PPAR-γ induction in this process,^13^ this study thus suggests that blocking macrophagic S100A4 may reverse this alternative polarization toward a protumor phenotype and thereby reduce the effects of TAMs on tumor initiation, malignancy and cancer treatment resistance.

PPARs serve as metabolic sensors to regulate lipid homeostasis on activation by a diverse spectrum of FAs and FA derivatives, such as palmitic acid.^38^ PPAR responsive elements exist abundantly in genes induced in M2 macrophages.^40^ Although in metabolic disorder conditions the polarization of adipose and liver-resident macrophages toward the M2 phenotype is dependent on PPAR-β/δ,^41 42^ in a tumor context PPAR-γ is not only necessary but also sufficient for TAM polarization towards a protumor phenotype.^13 43^ Our findings demonstrated that S100A4 deficiency solely prevented induction of PPAR-γ, not of other PPARs and PGCs, reflecting that S100A4 plays a parallel role in macrophage protumor polarization to PPAR-γ.

Our previous work identified that macrophage polarization toward a protumor phenotype is dependent on accumulation of intracellular lipid droplets, which provide a stable source of FAs for TAMs.^11^ The source of the FAs that support such lipid droplet accumulation and metabolic programming appears to be taken up via CD36.^43^ CD36 fuelling of FAO has an important role in TAM polarization with protumor characteristics.^43^ Remarkably, CD36 amplification positively correlates with metastasis in a large amount of human cancers, such as melanoma.^44^ Our finding that CD36 is the major effector of the S100A4/PPAR-γ pathway reinforces the important role of CD36-mediated FA uptake in macrophage protumor polarization. Increased FA levels are found in various TME such as breast cancers, thus our findings suggest that blocking S100A4/PPAR-γ pathway in such cancer types with FA-enriched TME may have better effects than in cancers with nutrient-stressed TME.

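Taken as a list, 12 of 12 M2 marker genes were called higher in the libraries labelled S100A4+ than in those labelled S100A4-, over all genes tested and adjusted over the list alone. The second count is not independent evidence, because the study showed these genes from the same libraries. The median log2 fold change of the list was 1.98, with an SD of 0.80 over its genes. As a set it was past the threshold (adjusted p = 2.8e-07 from limma's camera test; 3.7e-13 to 0.26 over its alternatives), though not with the inter-gene correlation estimated from the data. The list of proinflammatory (M1) genes Nos2, Il1b, Il12b, Tnf, Cxcl9, Cxcl10, Cd86, Ccl5, Irf5, H2-Ab1 and Cd80, which was not taken from the study, moved the same way. All 11 of its 11 genes were called higher, also when adjusted over the list alone, with a median log2 fold change of 1.75 and an SD of 0.53 over its genes. Its adjusted p from the same camera test was 2.8e-07 (6.9e-13 to 0.17 over its alternatives). The macrophage marker list, with all 11 genes called higher, had a median of 2.28 and an SD of 0.40 over its genes. The difference between the M2 and the M1 list was not tested.

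**Figure D5:**
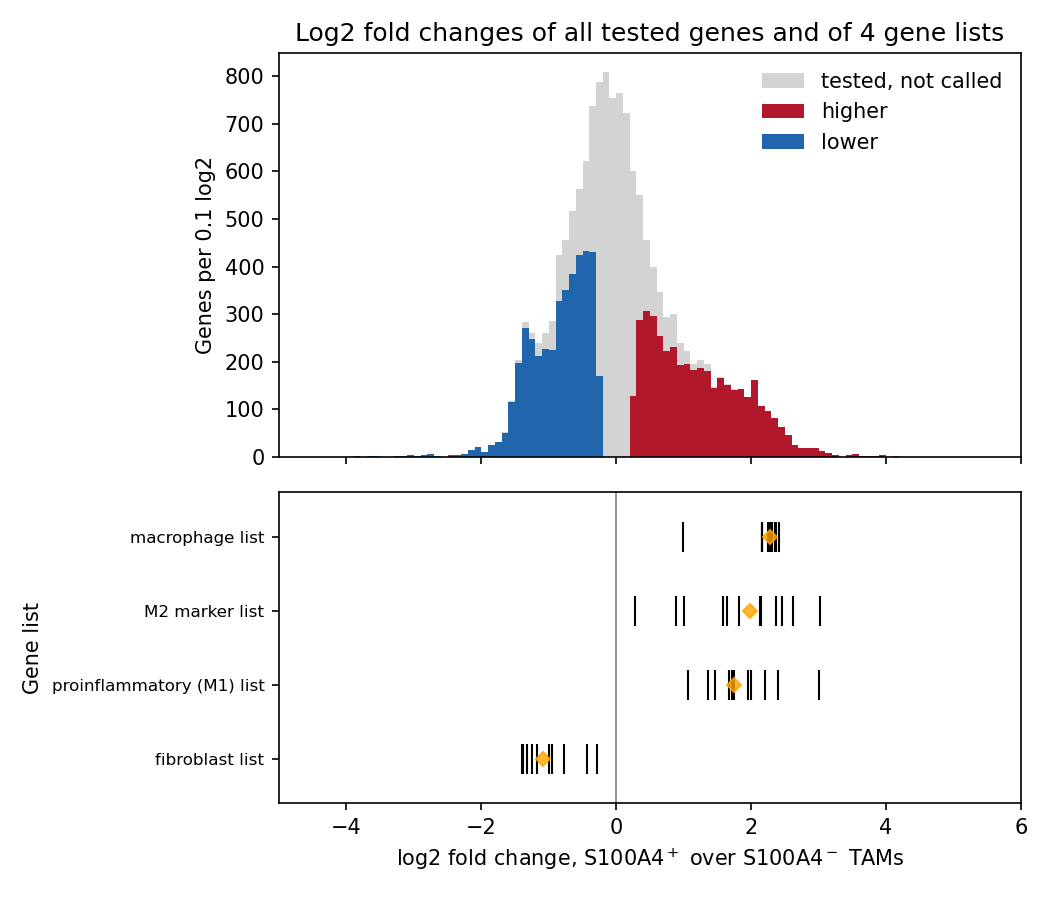
Histogram of the log2 fold changes of all tested genes, libraries labelled S100A4+ over those labelled S100A4- (top), and the genes of the macrophage, M2 marker, M1 and fibroblast lists as ticks with their median as a diamond (bottom). The medians are 2.28, 1.98, 1.75 and -1.08, and the 4 lists keep their sign with library totals only.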

Our RNA-seq analysis revealed that S100A4^+^ TAMs exhibited a typical M2-like gene expression signature. Therefore, it is logical that any environmental cues that can induce S100A4 upregulation may induce TAM protumor polarization. Until now, a plethora of TME components―including TGF-β, Wnt and hypoxia inducible factor-1α (HIF-1α)―have shown potent effects on S100A4 induction.^26–28^ Therefore, the more inducible factors of S100A4 that are discovered, the better the mechanistic basis of M2 polarization may be understood in the future.

The M2-like TAM facilitate further tumor growth and malignancy can be ascribed to their ability to suppress T cell responses within TME.^4^ Protumor TAMs can directly regulate T cell function by multiple mechanisms, including checkpoint engagement via their expression of immune checkpoint molecules such as programmed cell death-ligand 1 (PD-L1), suppression of CD8^+^ T cell function by production of inhibitory cytokines (such as IL-10 and TGF-β), and impairment of T cell proliferation by depleting L-arginine by their high levels of Arginase 1.^45^ S100A4^+^ TAMs express high levels of PD-L1, arginase 1 and TGF-β, reflecting that they have immune-suppressive capability.

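In the RNA-seq libraries, Cd274, which encodes PD-L1 (ENSMUSG00000016496, chromosome 19 from 29367455 to 29388095 of GRCm38), had 282 ± 38.7 CPM (SD, n = 3) in those labelled S100A4+ and 110.2 ± 2.62 CPM (SD, n = 3) in those labelled S100A4-. This gives a log2 fold change of 1.36 (SE 0.11, adjusted p = 3.7e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Arg1, which encodes arginase 1 (ENSMUSG00000019987, chromosome 10 from 24915221 to 24927484), had 758 ± 54.2 against 93.2 ± 10.9 CPM (SD, n = 3 each), a log2 fold change of 3.02 (SE 0.11, adjusted p = 8.3e-09 from the edgeR test). Tgfb1, which encodes TGF-β1 (ENSMUSG00000002603, chromosome 7 from 25687002 to 25705077), had 478 ± 51.7 against 258 ± 22.0 CPM (SD, n = 3 each), a log2 fold change of 0.89 (SE 0.11, adjusted p = 1.2e-05 from the edgeR test). For each of the 3 genes every S100A4+ library lay above every S100A4- library. Against the median of 2.28 for 11 macrophage marker genes, the change of Arg1 was larger and those of Cd274 and Tgfb1 were smaller.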

Resistance to chemotherapy is not only ascribed to intrinsic features of tumor cells, but also conferred by non-malignant stromal cells in TME, especially TAMs.^46^ M2-like TAMs in solid tumors are associated with poor prognosis and correlates with chemotherapy resistance in most cancers.^47^ It has been reported that overexpression of S100A4 in malignant cancer cells is associated with chemoresistance.^48 49^ This study implied that overexpression of S100A4 in non-malignant stromal cells also induce chemotherapy resistance through driving polarization of S100A4^+^ TAMs toward M2-like protumoral phenotypes.

The M2-like protumor phenotype of TAMs is reversible in most observed cancers.^50^ Metabolic reprogramming holds potential for modulating macrophage phenotypes and developing new therapeutic approaches.^50^ Our current analysis of clinical human cancer data showed greater expression of S100A4 and CD68 to be a strong predictor of poor prognosis for cancer patients. Therefore, the role of S100A4-dependent PPAR-γ induction as a mechanism to reduce tumor immunogenicity and evade immune surveillance deserves further exploration.

10.1136/jitc-2021-002548.supp2 Supplementary data

## Data Availability

The RNA-sequencing data have been deposited into the GEO repository with the GEO Submission code GSE161060.

# Supplementary material for: S100A4 enhances protumor macrophage polarization by control of PPAR-γ-dependent induction of fatty acid oxidation
**Source:** J Immunother Cancer. 2021 Jun 18;9(6):e002548. doi: 10.1136/jitc-2021-002548
**Supplement:** Supplementary data

## Macrophagic S100A4 enhances protumour macrophage polarization

## Supplementary Materials

### Supplementary materials and methods

#### Murine tumor models

Adherent breast cancer cells (TSA, E7710, and 4T1) were harvested and washed twice with phosphate-buffered saline (PBS). Single-cell suspensions of  $5 \times 10^5$  cells were injected into the mammary pads of 6–8-week-old female mice with various genetic backgrounds. MCA205 fibrosarcoma cells ( $5 \times 10^5$ /per mouse) were implanted into the back muscles of 6–8-week-old male mice. For co-injection chemotherapy model, 4T1 breast cancer cells ( $5 \times 10^5$ ) together with S100A4<sup>WT</sup> or S100A4<sup>KO</sup> Raw264.7 cells ( $5 \times 10^5$ ) were co-injected at a ratio of 1:1. For adoptive transfer model,  $2 \times 10^6$  S100A4<sup>WT</sup> or S100A4<sup>KO</sup> Raw264.7 cells were injected into the caudal veins of mice.

Tumour volumes were measured every 2 days with a caliper and calculated using the equation:  $V = 0.5 \times (\text{minor tumour axis})^2 \times (\text{major tumour axis})$ . For flow cytometric analysis or cell sorting specific subset population of infiltrated immune cells in tumour, mice were sacrificed after 12–17-day of the tumour cell inoculation, tumours were weighed, and the infiltrated immune cells were collected. For S100A4<sup>TK+</sup> and S100A4<sup>TK-</sup> murine model, the intraperitoneal injection of GCV (50 mg/kg) were given for 3 days continuously, and then once every 2 days till the end of experiment. For intraperitoneal injection of PPAR- $\gamma$  inhibitor, after 8-day of the tumour-implantation, the tested mice were given T0070907 (2 mg/kg) once a day for 2 weeks.

#### Flow cytometry analysis

### Macrophagic S100A4 enhances protumour macrophage polarization

Single-cell suspensions were prepared from tumour tissues, Raw264.7 cells, or BMDMs. The collected cells were blocked with 3% BSA in PBS for 30 minutes. For staining cell surface proteins, the cells were incubated with the corresponding flow cytometric antibodies or isotype IgG control antibody for 30 minutes at 4 °C. For staining intercellular proteins, the cells need to be fixed with intracellular fixation & permeabilization buffer (eBioscience, San Diego, California, USA) for 30 minutes, washed with permeabilization buffer (Invitrogen, Carlsbad, California, USA), and collected at 500 g for 5 minutes at 4 °C. Cells were then resuspended and incubated on ice with the corresponding flow cytometric antibodies or isotype IgG control antibody for 30 minutes at 4 °C, followed by washing with permeabilization buffer, and collected at 3000 rpm for 5 minutes at 4 °C. Then, the cells were analyzed by using a FACSCalibur or FACSARIA IIIu (BD Biosciences, San Jose, California, USA) flow cytometer. The flow cytometry data were analyzed using FlowJo V10 software (TreeStar, Ashland, Oregon, USA).

### Measurement of exogenous and endogenous fatty acid oxidation (FAO)

The respiration changes, caused by utilization of exogenous FAs, endogenous FAs, or uncoupling by FAs, were simultaneously measured using kit that works with the Seahorse XF analyzer and can simultaneously measure oxidation of exogenous and endogenous fatty acids (Agilent Technologies). The tested S100A4<sup>WT</sup> and S100A4<sup>KO</sup> Raw264.7 cells (10,000/well) were cultured on the XF<sup>96</sup> cell culture microplate (102601-100, Agilent, Palo Alto, California, USA) and were stimulated with or without IL-4 (20 ng/mL) for 36 hours. Then the cell culture medium was changed to substrate-limited medium and cells were further cultured in this medium for 7 hours. The cells were washed with FAO assay medium once and incubated for 30 minutes in 37°C cell incubator without CO<sub>2</sub>. The following test steps were according to

### Macrophagic S100A4 enhances protumour macrophage polarization

manufacturer's protocol. Oxygen consumption rate (OCR) was automatically calculated by the Seahorse XF-96 software in response to 2.5 µg/mL oligomycin, 0.8 µM FCCP, 2 µM rotenone plus 4 µM antimycin A, and 40 µM etomoxir (ETO, Sigma-Aldrich, Darmstadt, Germany).

### Antibodies

CD45-Percp-Cy5.5 (#550994), CD11b-APC-Cy7 (#557657), CD11b-Percp-Cy5.5 (#550993), NK1.1-APC-Cy7 (#560618), CD8-Pacific Blue (#558106), Gr1-PE-Cy7 (#552985) and MHC-II(I-Ab)-PE (#553552) were from BD Pharmingen (San Diego, California, USA). F4/80-PE-Cy7 (#123114), F4/80-APC (#123116), B220-APC (#103212), CD4-PE (#100408), Gr1-PE (#108408), CD36-PE (#102605), CD36-Percp-Cy5.5 (#102619), CD206 (#141701), CD206-PE (#141705) and CD206-APC (#141707) were from Biolegend (San Diego, California, USA). S100A4 (ab41532), LaminB1 (ab16048), PGC1- $\alpha$  (ab54481), PGC1- $\beta$  (ab176328), PPAR- $\alpha$  (ab24509), PPAR- $\delta$  (ab23673) and PPAR- $\gamma$  (ab45036) were from Abcam (Cambridge, UK). STAT-6 (#9362) and P-STAT6 (#9361) were from Cell Signaling Technology (Danvers, Massachusetts, USA).  $\beta$ -actin (KM9001) and HRP-conjugated goat anti-mouse IgG (LK2003) were from Sungene Biotech (Tianjin, China). HRP-conjugated GAPDH (AC035) and HRP-conjugated goat anti-Rabbit IgG (AS014) were from Life Technologies (Carlsbad, California, USA). The Alexa Fluor 555 donkey anti-mouse IgG (A31572) and Alexa Fluor 555 donkey anti-rabbit IgG (A31570) were from Invitrogen (Carlsbad, California, USA). Mouse PD-L1-PE (12-5982-82) was from eBioscience (San Diego, California, USA). Mouse CD31 (NB100-2284) was from Novus Biologicals (Building IV Centennial, Colorado, USA).

### Reagents

All cell culture media were from HyClone (Logan, Utah, USA) and all transfection reagents and Nile red (N1142) were from Invitrogen (Carlsbad, California, USA). Chemicals, including lipopolysaccharide (LPS, L4516), oleate (07501-5G), sulfo-N-succinimidyl oleate Na (SML2148) and 5-fluorouracil (5-Flu, F6627-1G) were from Sigma (Darmstadt, Germany).

### Macrophagic S100A4 enhances protumour macrophage polarization

Recombinant mouse S100A4 protein (4138-S4-050) and IL-4 (404-ML-010) were from R&D Systems™ (Minneapolis, Minnesota, USA). Recombinant murine M-CSF (315-02) and IFN- $\gamma$  (315-05) were from Peprotech (Cranbury, New Jersey, USA). T0070907 (HY-13202), mifobate (HY-100277) and troglitazone (HY-50935) were from Med Chem Express (Monmouth Junction, New Jersey, USA). Trlzol reagent (15596026) was from Thermo Fisher Scientific (Waltham, Massachusetts, USA). Collagenase NB4 Standard Grade (17454) was from SERVA Electrophoresis (Heidelberg, Germany). 4',6-diamidino-2-phenylindole (DAPI) (C0065) was from Solarbio (Beijing, China). Doxorubicin (Dox, A603456-0025) was from Sangon Biotech (Shanghai, China). Phenylmethanesulfonyl fluoride (PMSF) solution (B111-01) was from GeneStar (Beijing, China). Protease inhibitor cocktail (04693132001) and phosphatase inhibitor cocktail (04906837001) were from Roche (Basel, Switzerland). Cell counting kit-8 (CKK-8, ab228554), free fatty acid uptake assay kit (ab176768) and arginase activity assay kit (ab180877) were from Abcam (Cambridge, UK). GCV was from HuBeiKeYi Pharmaceutic Corporation (Hubei, China).

### Cell lines with culture conditions and transfection

All of the cell lines were maintained in Dulbecco's modified Eagle's Medium (DMEM) supplemented with 10% fetal bovine serum (FBS), authenticated by single nucleotide polymorphism testing and mycoplasma contamination testing. Human 293FT, murine Raw264.7, and 4T1 breast cancer cells were from ATCC (Manassas, Virginia, USA). TSA breast cancer cells are derived from BALB/c background. Murine MCA205 fibrosarcoma and E0771 breast cancer cells are derived from C57BL/6 background. S100A4 knockout (S100A4<sup>KO</sup>) Raw264.7 cell line was generated using single guide CRISPR–Cas9 (Cas9/sgRNA)-mediated deletions. Two sgRNAs targeting sequences were selected as follows: S100A4-sgRNA-1-Forward, 5'-ATT GCA CAT CAT GGC AAT GC-3'; S100A4-sgRNA-1-Reward, 5'-GCA TTG CCA TGA TGT GCA AT-3'; S100A4-sgRNA-2-Forward, 5'-AGC TCA AGG AGC TAC TGA CC-3'; and S100A4-sgRNA-2- Reward, 5'-GG TCA GTA GCT CCT TGA GCT-3'. The sgRNA cloning vector is pSpCas9 (BB)-2A-GFP (PX458) (Addgene

### Macrophagic S100A4 enhances protumour macrophage polarization

#48138). S100A4 re-expressing (S100A4<sup>RE</sup>) Raw264.7 cells were generated by transfection with S100A4-expressing plasmids in a pCDH-EF1-MCS-T2A-copGFP lentiviral vector, which were constructed using the synthesized full-length S100A4 cDNA. This vector was packaged together with pMD2.G or psPAX2 vectors in human 293FT cells by lentiviral transduction particles.

### Real-time quantitative PCR (q-PCR)

Total RNA was harvested from mouse tissues with Trizol reagent (Invitrogen). First-strand cDNA synthesis was performed using One-step RT-PCR kit (A215-01, GenStar, Beijing, China). Then cDNA was used as a template for q-PCR reactions using Taqman primer-probes against specified mRNA transcripts (Applied Biosystems, Waltham, Massachusetts, USA). Reactions were performed using 2 × Real Star Green Power Mixture (A311-10, GenStar, Beijing, China). FAM channel intensity was normalized to ROX intensity, and  $C_t$  values were calculated using automatically determined threshold values using SDS software (Applied Biosystems). The relative expression of genes was calculated by a standard curve method and normalized to the expression level of GAPDH. Gene-specific PCR primers are listed in online supplemental Table 1.

### Protein extraction and western blotting

For western blotting, cells were placed on iced and washed twice with chilled PBS. Proteins were extracted with RIPA buffer (Cell Signaling Technology) plus protease inhibitor cocktail and phosphatase inhibitor cocktail (Thermo Fisher Scientific). The protein concentration was determined with the BCA protein assay kit (Thermo Fisher Scientific). An estimated 15-50 µg proteins were loaded per well on SDS-PAGE gel and transferred onto PVDF membrane (Thermo Fisher Scientific). Membranes were washed with 1 × TBST, blocked with 5% BSA in TBST at room temperature for 1 hour, and incubated in first antibody as indicated in each figure and its legend. Next day, the membranes were washed 3 times with 1 × TBST, incubated with secondary antibody at 1:5000 dilution in 1 × TBST for 2 hours, and washed 3

---

### Macrophagic S100A4 enhances protumour macrophage polarization

---

times with  $1 \times$  TBST. Protein was visualized with enhanced chemiluminescence (Thermo Fisher Scientific). Densitometry was calculated using Image J software (Media Cybernetics, Bethesda, MD, USA).

### Immunofluorescence staining and immunohistochemistry

Cells were washed and fixed with 4% paraformaldehyde in PBS for 15 minutes, permeabilized with PBS/0.1% Triton X-100 for 10 minutes, and blocked with 3% BSA in PBS for 1 hour. The permeabilized cells were then incubated overnight at 4°C with the primary antibody against S100A4 (1:200) or PPAR- $\gamma$  (1:200) in PBS containing 3% BSA. Cells were washed three times with PBS/0.1% Tween 20, and then incubated for 1 hour with a fluorescence-conjugated secondary antibody at a dilution of 1:300 at 37°C. After 45 minutes, the cells were washed with PBS/0.1% Tween 20, and counterstained with DAPI to detect DNA. A confocal laser scanning microscope (LSM700, ZEISS, Jena, Germany) was used.

For immunohistochemistry, the murine tissues were fixed in 4% paraformaldehyde (pH 7.4) overnight, embedded in paraffin, and serially sectioned at 5  $\mu$ m. For immunofluorescent staining, the sections were then incubated with primary antibodies against CD206 (1:200) and CD31 (1:200) in PBS with 3% BSA overnight at 4°C. The tissue sections were washed three times with PBS and then incubated for 1 hour with fluorescence-conjugated Alexa Fluor 555 goat anti-rat or Alexa Fluor 555 donkey anti-rabbit secondary antibody at a dilution of 1:300 at 37°C. Images of the stained tissue samples were obtained using an OLYMPUS DP71 microscope (Tokyo, Japan). The fluorescence intensity was calculated by the Image J software.

### Macrophage preparation and activation

BMDMs were prepared from BM cells, isolated from mouse femur. Then the BM cells were cultured in 10 cm dishes with DMEM containing 20% FBS and M-CSF (50 ng/mL) medium for 6–7 days. The adherent macrophages were harvested and cultured for further experiments. Positive selection of macrophage was conducted by the flow-cytometric analysis. For the activation experiments, macrophages were stimulated with IL-4 (20 ng/mL) for 36

---

### Macrophagic S100A4 enhances protumour macrophage polarization

---

hours, or with LPS (100 ng/mL) in combination with IFN- $\gamma$  (20 ng/mL) for 12 hours.

#### Arginase activity assay

Relative arginine levels were measured using a colorimetric arginase activity assay kit according to manufacturer's instructions (ab180877, Abcam). The isolated cells were washed with PBS and were resuspended in assay buffer with 0.01% of Triton X-100 to disrupt the cell membrane. The supernatant samples were diluted 1:10 and 40  $\mu$ L incubated with the arginase enzyme. After 10 minutes, the absorbance was measured at 570 nm in kinetic mode in an Epoch 2 microplate reader (BioTek, Winooski, Vermont, USA). The values were compared with an arginine standard curve.

#### Detection of cell proliferation with cell counting kit-8 (CCK-8) assay

Cells were incubated in serum-free medium for 24 hours and cells in the logarithmic growth stage were obtained and centrifuged for 5 minutes at  $64 \times g$  at room temperature. The cell density was adjusted to  $2 \times 10^4$  cells/mL, and the suspensions were seeded into 96-well plates at 100  $\mu$ L/well. After overnight, the cells were treated with doxorubicin (Dox) or 5-fluorouracil (5Fu) for 24 hours, the untreated cells used as negative control. Then, 10  $\mu$ L of CCK-8 detection solution (ab228554, Abcam) was added to each well and incubated at 37°C for 1.5 hours. The optical density (OD) value was read at 450 nm, and the cell survival rate was calculated as follows: (OD450 treated group/OD450 control group)  $\times$  100%.

#### Mass spectrometry (MS)

S100A4<sup>WT</sup> and S100A4<sup>KO</sup> BMDMs were stimulated with IL-4 (20 ng/mL). After 36 hours, the cells were washed with cold PBS twice and harvested by ice-cold lysis buffer (pH 8.5, 8 M urea in 100 mM Tris-HCl with protease inhibitor cocktail). The cell lysates were centrifuged at 15 000  $g$  for 30 minutes at 4°C to remove cell debris. Supernatants were collected and sent to process with MS analysis by Applied Protein Technology (Shanghai, China). The filters were set as follows: peptides with cut-off of FDR = 0.01 and significance threshold  $P < 0.05$  (with 95% confidence).

## Macrophagic S100A4 enhances protumour macrophage polarization

## Supplementary Figure 1.

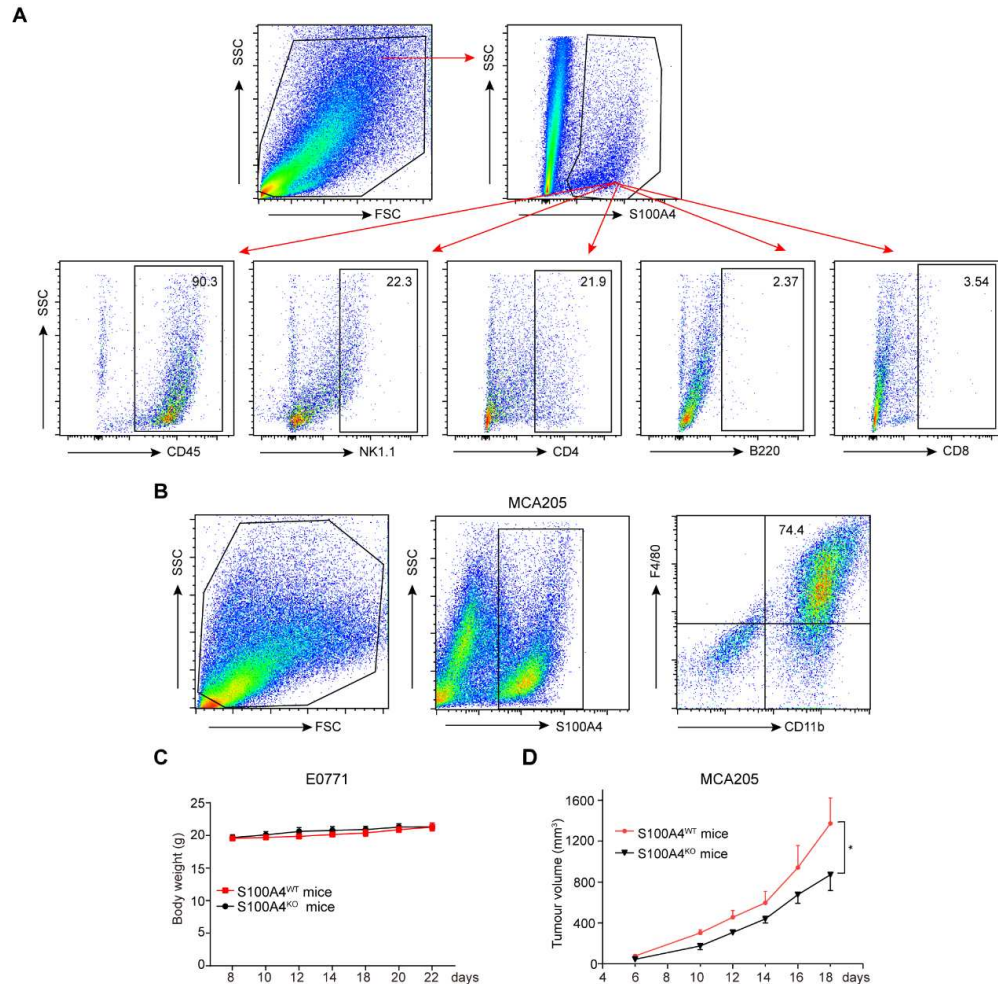

**Supplementary Figure 1. Analysis of the immune contexture of tumour-infiltrating S100A4<sup>+</sup> cells.** (A) Flow-cytometry analysis of the frequencies of immune cells populations in tumour-infiltrating S100A4<sup>+</sup> cells (upper) examined by staining with CD45, NK1.1, CD4, CD8 and B220 (lower). The tumour grafts are isolated from E0771 breast cancer cell-bearing S100A4<sup>WT-EGFP</sup> reporter mice. (B) Flow cytometric analysis of the frequencies of macrophages (stained with F4/80 and CD11b, right) in tumour-infiltrating S100A4<sup>+</sup> cells isolated from MCA205 fibrosarcoma cell-bearing S100A4<sup>WT-EGFP</sup> reporter mice. (C) Body weight of E0771 breast cancer cell-bearing S100A4<sup>KO</sup> or S100A4<sup>WT</sup> mice (n≥5) was measured every 2 days after 7-days inoculation. (D) Growth of tumour grafts in tumour-bearing S100A4<sup>WT</sup> or S100A4<sup>KO</sup>

## Macrophagic S100A4 enhances protumour macrophage polarization

male mice ( $n \geq 5$ ) was monitored over time after initial injection of MCA205 fibrosarcoma cells. Data are presented as mean  $\pm$  s.e.m. and were analyzed with two-way ANOVA Sidak's multiple comparisons in **D**. The data are from one representative experiment of three independent experiments (**A-C**). \* $P$  value  $< 0.05$ .

### Supplementary Figure 2.

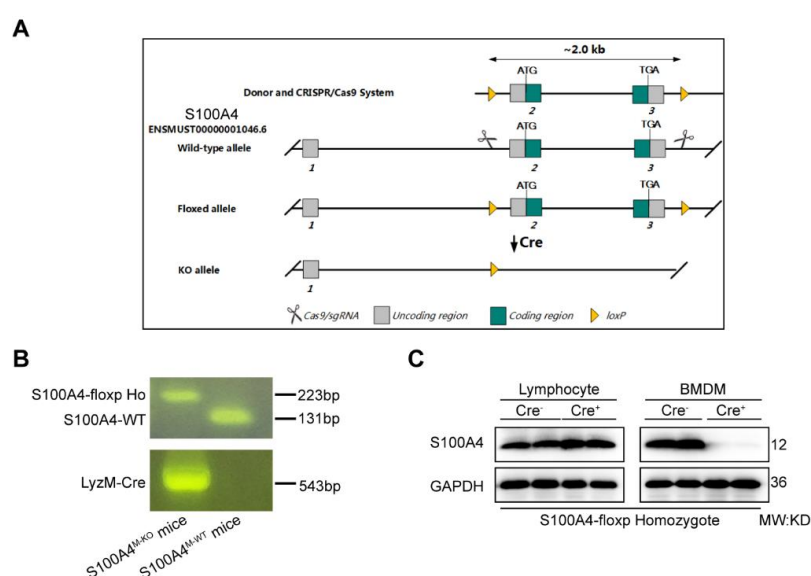

### Supplementary Figure 2. Identifying the construction of the myeloid-deficient mouse. (A)

Scheme of the construction of S100A4 floxp mouse. Targeted mice were crossed with WT mice to generate S100A4-floxed mice, which were further crossed with Lysosome M (LysM) Cre mice to generate myeloid cells conditional knockout mice. **(B)** Genotyping PCR analysis of S100A4<sup>f/f</sup>LysM-cre<sup>-</sup> and S100A4<sup>f/f</sup>LysM-cre<sup>+</sup> mice. **(C)** Immunoblotting analysis of S100A4 protein expression in macrophages and lymphocytes isolated from S100A4<sup>M-WT</sup> and S100A4<sup>M-KO</sup> mice. The data are from one representative experiment of three independent experiments (**B-C**).

## Macrophagic S100A4 enhances protumour macrophage polarization

## Supplementary Figure 3

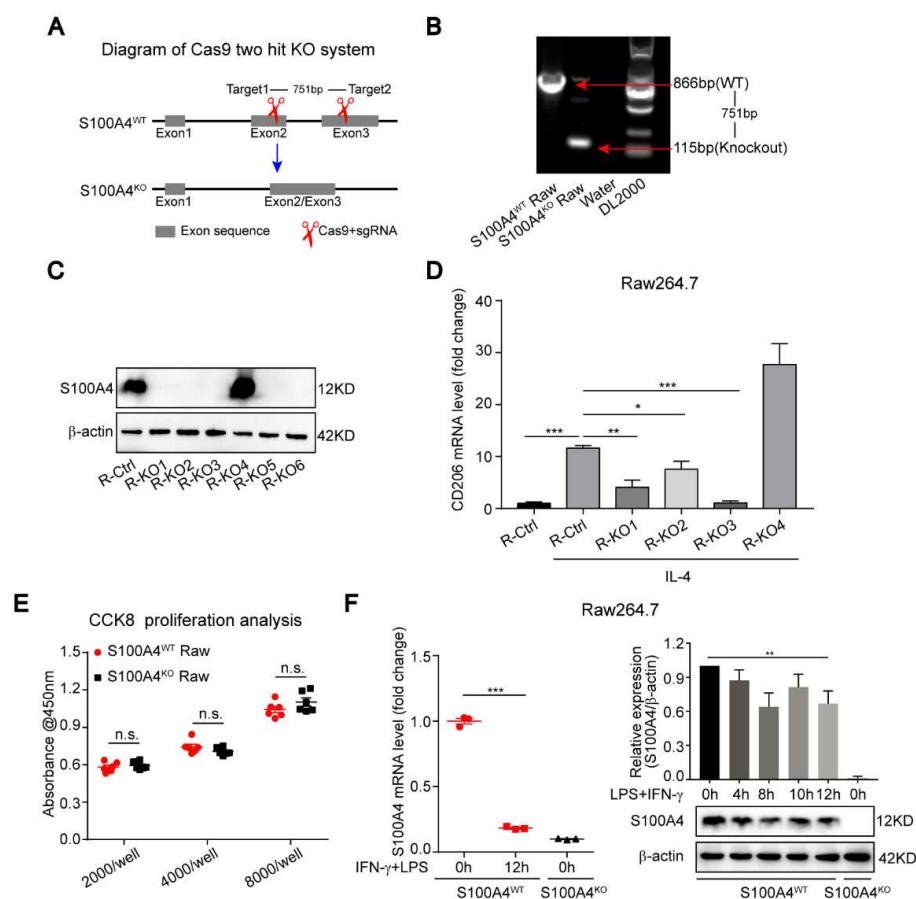

**Supplementary Figure 3. Identifying the construction of S100A4 deficient Raw264.7 cell line.** (A-C) Scheme of the construction of S100A4<sup>KO</sup> Raw264.7 cell line. Mouse *s100a4* gene showing the CRISPR/Cas9-target sites. Individual exons are shown as boxes in A. Homologous recombination allele identification by PCR and sequencing in B. Screening positive colonies of S100A4<sup>KO</sup> Raw264.7 cell by immunoblotting analysis in C. (D) The expression of protumour marker CD206 were detected by q-PCR in four S100A4 knockout monoclonal cell lines stimulated with IL-4 for 36 hours. (E) Proliferation assay in S100A4<sup>WT</sup> or S100A4<sup>KO</sup> Raw264.7 cells using CCK8 assays under indicated cell density in. Quantification of cell proliferation data collected from three independent experiments. (F) S100A4<sup>WT</sup> or S100A4<sup>KO</sup> Raw264.7 cells were activated IFN- $\gamma$  (20 ng/mL) in combination

## Macrophagic S100A4 enhances protumour macrophage polarization

with LPS (100 ng/mL). Nonactivated macrophages were used as controls. Expression of S100A4 mRNA and protein was analysed by q-PCR (left) and immunoblotting (right), respectively. Band densities (mean  $\pm$  s.e.m.) for S100A4 were measured in at least three independent immunoblots and normalised to those of  $\beta$ -actin (loading control). Data are presented as mean  $\pm$  s.e.m. and were analyzed with one-way ANOVA with Tukey's multiple comparisons. The data are from one representative experiment of three independent experiments (B-F). \*\**P* value < 0.01, and n.s., not significant.

## Supplementary Figure 4

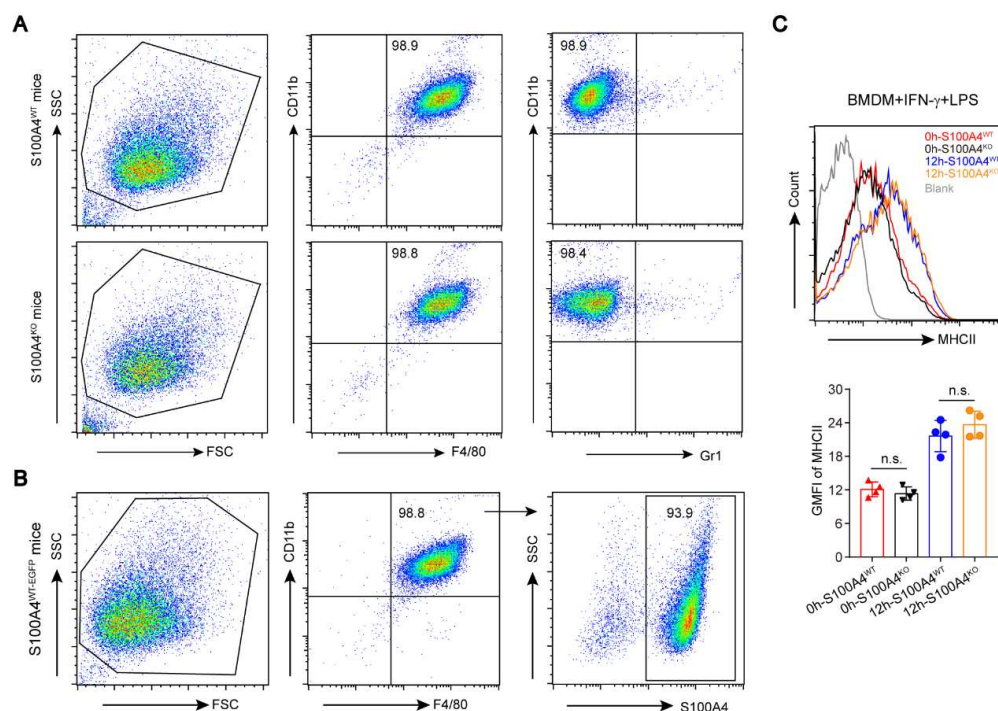

**Supplementary Figure 4. Identifying the S100A4 expression in BMDMs.** (A) Flow cytometric identification of BMDMs isolated from S100A4<sup>WT</sup> or S100A4<sup>KO</sup> mice. (B) Flow cytometric analysis the proportion of S100A4<sup>+</sup> cells in BMDMs isolated from S100A4<sup>WT-EGFP</sup> mice. GMFI, geometric mean fluorescence intensity. (C) BMDMs isolated from S100A4<sup>WT</sup> or S100A4<sup>KO</sup> mice were activated IFN-γ (20 ng/mL) in combination with LPS (100 ng/mL).

### Macrophagic S100A4 enhances protumour macrophage polarization

Nonactivated macrophages were used as controls. Flow cytometric analysis of the expression of MHCII after stimulation with IFN- $\gamma$ /LPS for 0 or 12 hours. GMFI, geometric mean fluorescence intensity. Data are presented as mean  $\pm$  s.e.m. and were analysed by unpaired Student's *t*-test. The data are from one representative experiment of three independent experiments (A-C). \**P* value < 0.05, \*\**P* value < 0.01, \*\*\**P* value < 0.001, n.s., not significant.

#### Supplementary Figure 5

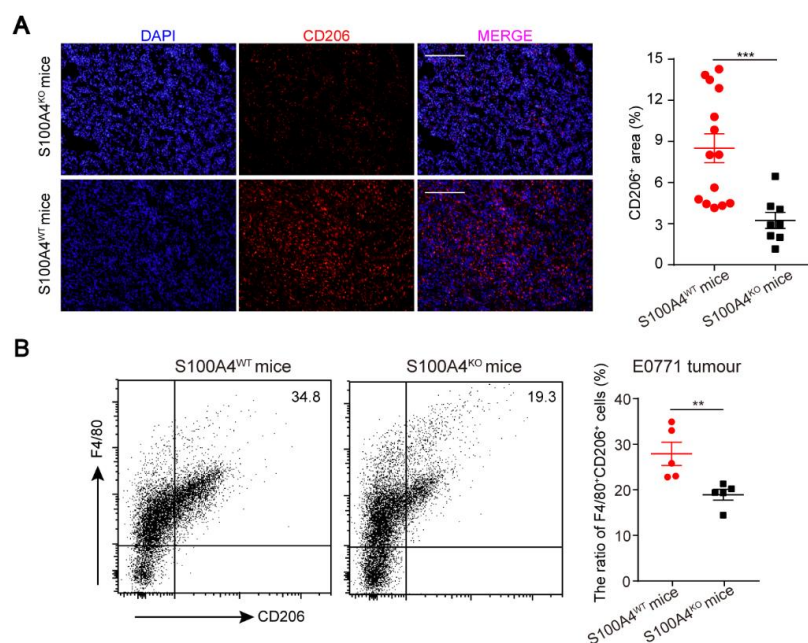

#### Supplementary Figure 5. S100A4 deficiency caused a decrease of CD206 expression. (A)

Sections of carcinoma grafts from MCA205 fibrosarcoma cell-bearing S100A4<sup>WT</sup> or S100A4<sup>KO</sup> male mice were analyzed by immunofluorescence using specific antibody to CD206 (middle). The immune complexes were detected with a secondary antibody conjugated to Alexa Fluor 555 (red). DNA was stained with DAPI (blue). Scale bars, 200  $\mu$ m. Immunofluorescent signal corresponding to CD206 was quantitated with Image J. (B) Flow cytometric analysis of the proportion of CD206<sup>+</sup> TAMs in the tumour grafts from E0771 breast cancer cell-bearing S100A4<sup>WT</sup> or S100A4<sup>KO</sup> female mice. Data are presented as mean  $\pm$  s.e.m and were analyzed with unpaired nonparametric Mann Whitney test. The data are from one

### Macrophagic S100A4 enhances protumour macrophage polarization

representative experiment of three independent experiments (A, B). \*\*\**P* value < 0.001.

**Supplementary Figure 6.**

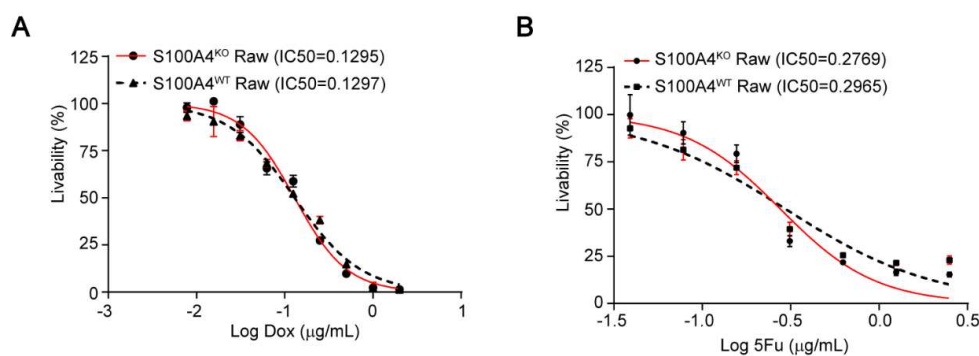

**Supplementary Figure 6. S100A4 deficiency leads to decreased tumour angiogenesis. (A, B)** Cell livability of S100A4<sup>WT</sup> or S100A4<sup>KO</sup> Raw264.7 cells, treated with doxorubicin (Dox in A) or 5-fluorouracil (5Fu in B) for 24 hours, was determined by CCK8 assay. Data are presented as mean ± s.e.m and were analyzed with unpaired nonparametric Mann Whitney test. The data are from one representative experiment of three independent experiments (A, B). \*\**P* value < 0.01.

Macrophagic S100A4 enhances protumour macrophage polarization

Supplementary Figure 7.

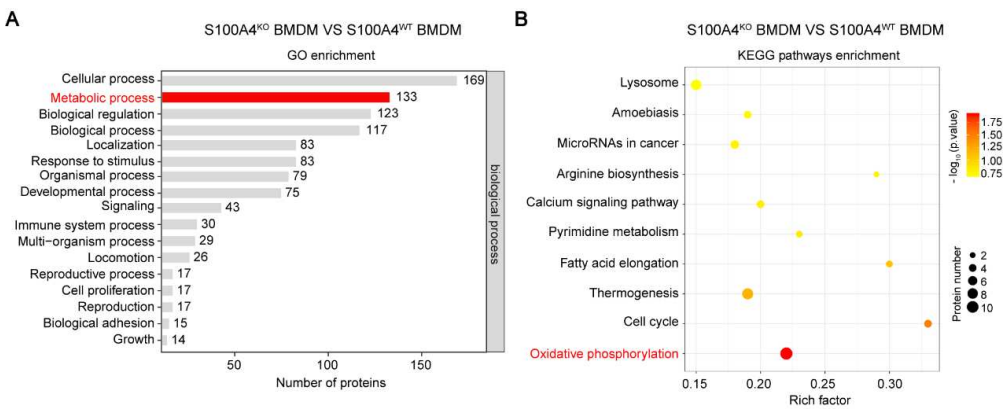

**Supplementary Figure 7. MS analysis of the significantly changed pathways between S100A4<sup>WT</sup> and S100A4<sup>KO</sup> BMDMs.** (A, B) Mass spectrometry (MS) analysis of the significantly changed peptides between S100A4<sup>WT</sup> and S100A4<sup>KO</sup> BMDMs after 36-hours stimulation with IL4 (20 ng/mL). Gene ontology (GO) term was shown in A, corrected P-value is large than 0.95. KEGG analysis of differential signaling pathways were shown in B.

Macrophagic S100A4 enhances protumour macrophage polarization

Supplementary Figure 8.

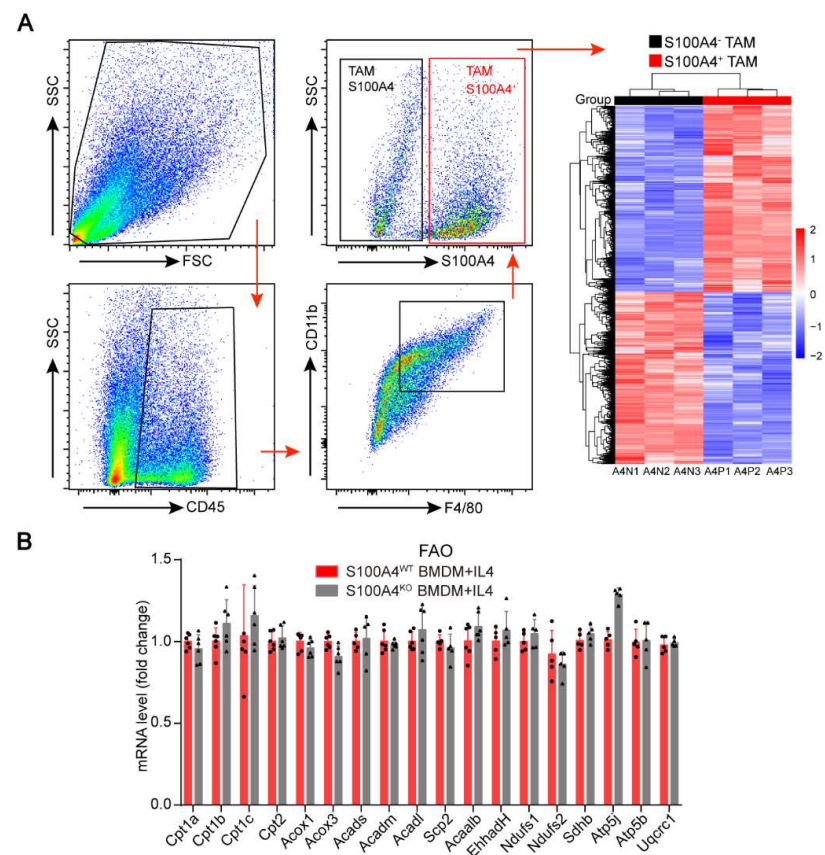

**Supplementary Figure 8. RNA-sequencing analysis of S100A4<sup>+</sup> and S100A4<sup>-</sup> TAMs.** (A) Murine TAMs that isolated from the E0771 breast cancer cell-bearing S100A4<sup>WT-EGFP</sup> mice were sorted by flow cytometry into two subset populations: CD45<sup>+</sup> F4/80<sup>+</sup> CD11b<sup>+</sup> EGFP<sup>+</sup> and CD45<sup>+</sup> F4/80<sup>+</sup> CD11b<sup>+</sup> EGFP<sup>-</sup> (left panel). The sorted cells were applied for total RNA extraction and subjected to RNA-sequencing analysis (right panel). (B) q-PCR analysis of gene expression in fatty acid oxidation of S100A4<sup>WT</sup> and S100A4<sup>KO</sup> BMDMs after 36 hours stimulation with IL4 (20 ng/mL).

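The 6 libraries were compared with each other on the log2 CPM of the 14589 genes tested. Across genes, which are not independent replicates, Pearson's r lay between 0.983 and 0.990 for the 6 pairs of libraries within a group and between 0.922 and 0.935 for the 9 pairs of different groups. The distance between libraries was 0.37 to 0.50 within groups and 0.95 to 1.06 between groups, in log2 units. The first principal component held 76.0% of the variance and separated the libraries labelled S100A4+ from those labelled S100A4-; the next held 9.93%. The 10 most counted genes took 5.13% to 5.26% of the counts in the S100A4- libraries and 5.89% to 6.63% in the S100A4+ libraries. Between 20134 and 22742 genes had at least 1 count in a library.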

Macrophagic S100A4 enhances protumour macrophage polarization

Supplementary Figure 9

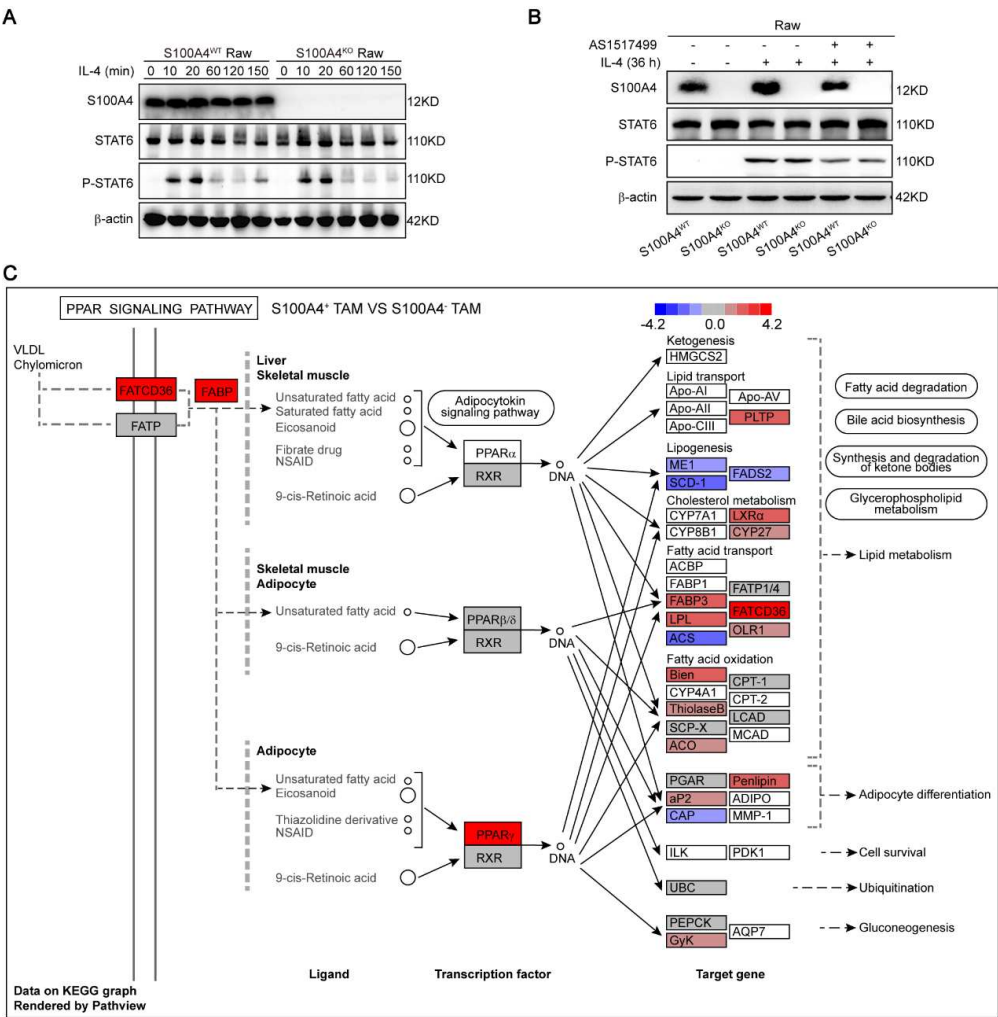

**Supplementary Figure 9. Analysis of STAT6 and PPARs pathways in S100A4<sup>+</sup> and S100A4<sup>-</sup> macrophages.** (A) Immunoblotting analysis of the protein levels of S100A4, STAT6, and phospho-STAT6 in S100A4<sup>WT</sup> or S100A4<sup>KO</sup> Raw264.7 cells after stimulation with IL4 (20 ng/mL) for indicated times. (B) Immunoblotting analysis of the protein levels of S100A4, STAT6, and phospho-STAT6 in S100A4<sup>WT</sup> or S100A4<sup>KO</sup> Raw264.7 cells after stimulation with or without IL4 (20 ng/mL) and STAT6 inhibitor (AS1517499, 200 nM) for 36 h. (C) KEGG analysis of PPARs signaling pathways between the S100A4<sup>+</sup> and S100A4<sup>-</sup> TAMs isolated from E0771 breast cancer cell-bearing mice. The data are from one representative experiment of three independent experiments (A, B).

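For PPAR signaling, 18 genes were taken from the boxes of the KEGG map that the study coloured as changed, 1 gene per box, with Ppard added (Pparg, Ppard, Cd36, Fabp3, Fabp4, Pltp, Me1, Scd1, Fads2, Nr1h3, Cyp27a1, Lpl, Olr1, Acsl1, Ehhadh, Acaa1a, Plin2 and Gk). Of these, 14 were called higher and 4 lower in the libraries labelled S100A4+, also when adjusted over the list alone, which is not independent evidence because the study chose these boxes on the same libraries. Plin2 (ENSMUSG00000028494, chromosome 4 from 86648386 to 86670060 of GRCm38) was the most abundant, with 1489.6 ± 87.0 CPM (SD, n = 3) in the S100A4+ libraries and 423 ± 11.7 CPM (SD, n = 3) in the S100A4- libraries. This is a log2 fold change of 1.82 (SE 0.090, adjusted p = 1.5e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Lpl (ENSMUSG00000015568, chromosome 8 from 68880491 to 68907448) had 283 ± 17.6 against 56.0 ± 10.9 CPM (SD, n = 3 each), a log2 fold change of 2.34 (SE 0.13, adjusted p = 2.9e-08 from the edgeR test). The log2 fold changes of Nr1h3 (2.16), Pltp (2.16), Cyp27a1 (1.61), Acaa1a (1.19), Olr1 (0.98), Gk (0.89) and Acsl1 (0.61) were positive and that of Me1 (-1.15) negative. The median of the list was 1.44, below the 2.28 of 11 macrophage marker genes, and as a set it was past the threshold (adjusted p = 0.0011 from limma's camera test; 3.7e-06 to 0.17 over its alternatives).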

## Macrophagic S100A4 enhances protumour macrophage polarization

Supplementary Figure 10

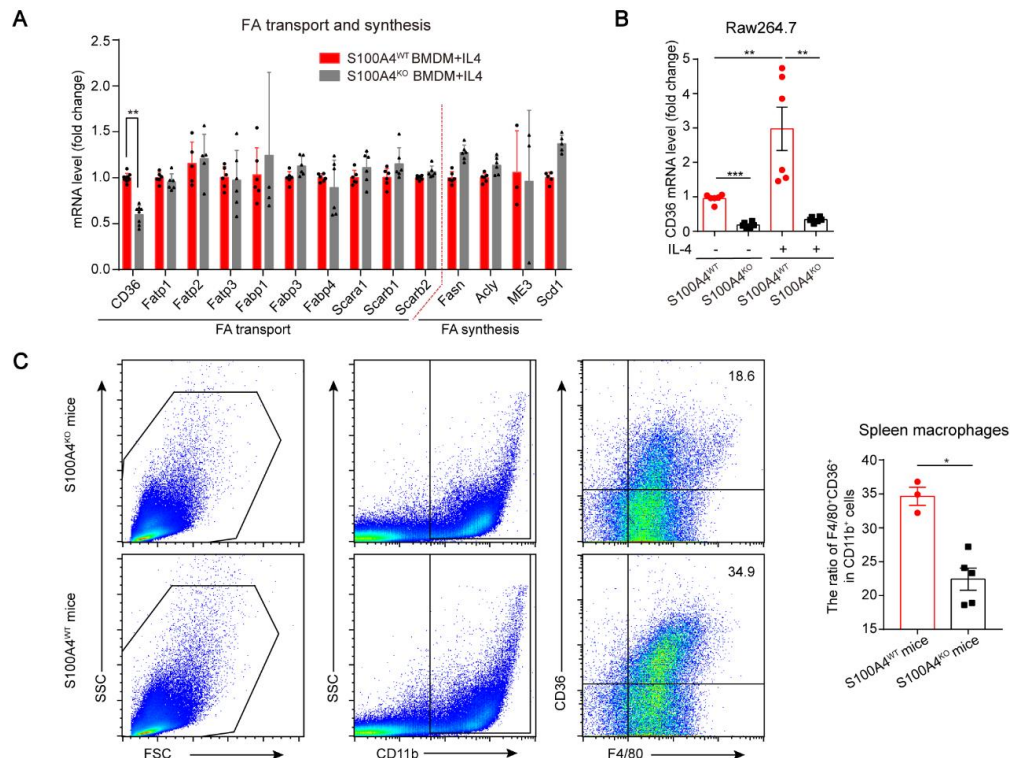

**Supplementary Figure 10. S100A4 is required for CD36 upregulation in IL-4-activated macrophages.** (A) q-PCR analysis of gene expression of fatty acid transport and synthesis in IL-4-activated S100A4<sup>WT</sup> and S100A4<sup>KO</sup> BMDMs. (B) q-PCR analysis of CD36 expression in IL-4-activated S100A4<sup>WT</sup> and S100A4<sup>KO</sup> Raw264.7 cells. In A, and B, cells were treated with IL-4 (20 ng/mL) for 36 hours. (C) Flow cytometric of the frequencies of CD36<sup>+</sup> macrophages isolated from the spleen of S100A4<sup>WT</sup> or S100A4<sup>KO</sup> mice. Data are presented as mean  $\pm$  s.e.m. and were analyzed with two-way ANOVA with Tukey's multiple comparisons in A and with unpaired nonparametric Mann Whitney test in C. The data are from one representative experiment of three independent experiments (C). \**P* value<0.05, \*\**P* value<0.01, \*\*\**P* value<0.001.

Macrophagic S100A4 enhances protumour macrophage polarization

Supplementary Figure 11

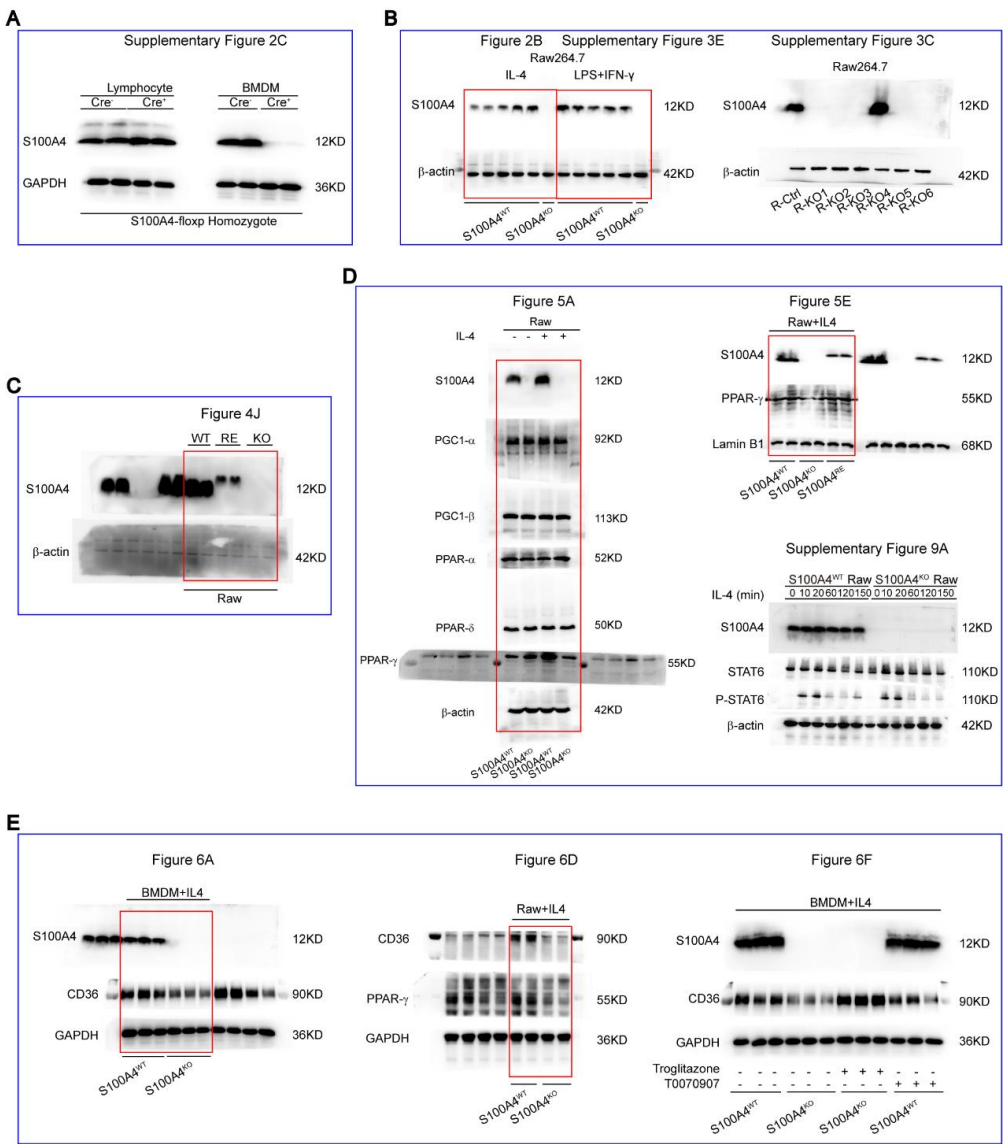

Supplementary Figure 11. All uncropped versions of the Western Blots. Images are presented in the same order as in the corresponding figures. The data are from one representative experiment of three independent experiments (A-E).

Macrophagic S100A4 enhances protumour macrophage polarization

Supplementary Figure 12

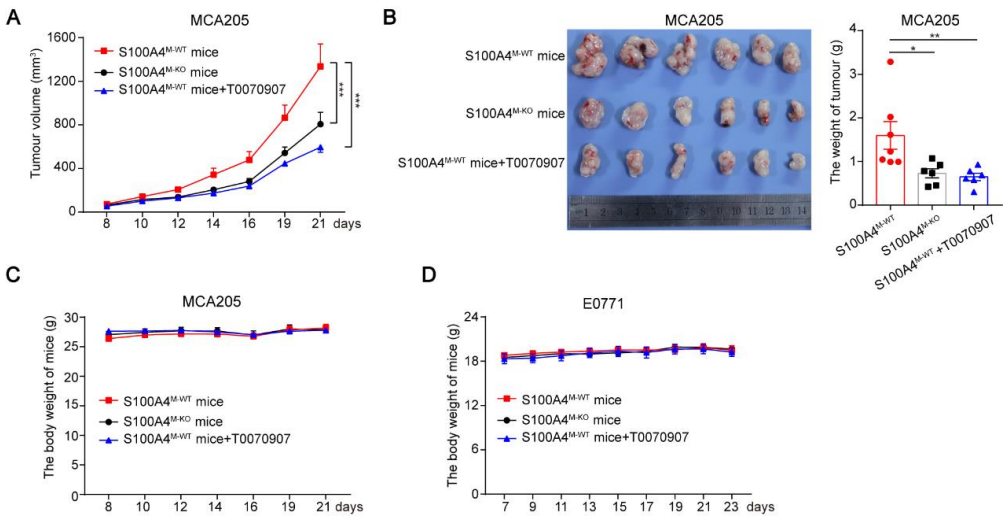

**Supplementary Figure 12. S100A4 depletion and PPAR- $\gamma$  inhibition have similar effects on intervention of TAM protumor polarization.** (A-C) S100A4<sup>M-WT</sup> or S100A4<sup>M-KO</sup> male mice (n $\geq$ 6) were implanted with MCA205 fibrosarcoma cells. Growth of tumour grafts (A) and mouse body weight (C) were monitored over time after the initial cell injection. Tumour weight (B) and representative pictures of tumour grafts excised at the end of the experiment are shown. (D) Body weight of E0771 breast cancer cell-bearing S100A4<sup>M-WT</sup> (with or without PPAR- $\gamma$  inhibitor, T0070907) or S100A4<sup>M-KO</sup> female mice was measured every 2 days after 7-days inoculation. Data are presented as mean  $\pm$  s.e.m. and were analyzed with two-way ANOVA with Dunnett's multiple comparisons in A or with Tukey's multiple comparisons B. \**P* value<0.05, \*\**P* value<0.01, \*\*\**P* value<0.001.

Supplementary Table 1. The primers used in q-PCR

| Genes         | Forward                             | Reverse                              |
|---------------|-------------------------------------|--------------------------------------|
| <i>Ndufs1</i> | 5'-AGG ATA TGT TCG CAC AAC TGG-3'   | 5'-TCA TGG TAA CAG AAT CGA GGG A-3'  |
| <i>Ndufs2</i> | 5'-CAG CCA GAT ATT GAA TGG GCA-3'   | 5'-TGT TGG TCA CCG CTT TTT CCT-3'    |
| <i>Sdhb</i>   | 5'-AAT TTG CCA TTT ACC GAT GGG A-3' | 5'-AGC ATC CAA CAC CAT AGG TCC-3'    |
| <i>Atp5j</i>  | 5'-TAT TGG CCC AGA GTA TCA GCA-3'   | 5'-GGG GTT TGT CGA TGA CTT CAA AT-3' |

## Macrophagic S100A4 enhances protumour macrophage polarization

|                      |                                           |                                         |
|----------------------|-------------------------------------------|-----------------------------------------|
| <b><i>Atp5b</i></b>  | 5'-GGT TCA TCC TGC CAG AGA CTA-3'         | 5'-AAT CCC TCA TCG AAC TGG ACG-3'       |
| <b><i>Uqcrc1</i></b> | 5'-AGA CCC AGG TCA GCA TCT TG-3'          | 5'-GCC GAT TCT TTG TTC CCT TGA-3'       |
| <b><i>GAPDH</i></b>  | 5'-AGG TCG GTG TGA ACG GAT TTG-3'         | 5'-TGT AGA CCA TGT AGT TGA GGT CA-3'    |
| <b><i>CPT2</i></b>   | 5'-CAG CAC AGC ATC GTA CCC A-3'           | 5'-TCC CAA TGC CGT TCT CAA AAT-3'       |
| <b><i>Acox1</i></b>  | 5'-CTC TCT ATG GGA TCA GCC AGA A-3'       | 5'-CCA CTC AAA CAA GTT TTC ATA CAC A-3' |
| <b><i>Acox3</i></b>  | 5'-TTG AGA AGA TCT ATA GCC TGG AGA TTT-3' | 5'-AGT TCG GTG AGA GCA AAA CAG C-3'     |
| <b><i>Acads</i></b>  | 5'-AGG TTA AGA AGA TGG GTG AGC TCG-3'     | 5'-ATG GAG TAG GCC AGG TAA TCC AAG-3'   |
| <b><i>Acadm</i></b>  | 5'-AGG GTT TAG TTT TGA GTT GAC GG-3'      | 5'-CCC CGC TTT TGT CAT ATT CCG-3'       |
| <b><i>Acadl</i></b>  | 5'-TCT TTT CCT CGG AGC ATG ACA-3'         | 5'-GAC CTC TCT ACT CAC TTC TCC AG-3'    |
| <b><i>Sep2</i></b>   | 5'-CCT TCT GTC GCT TTG AAA TCT CC-3'      | 5'-GCT TCC TTT GCC ATA TCA GGA T-3'     |
| <b><i>Acaa1b</i></b> | 5'-TCT CCA GGA CGT GAG GCT AAA-3'         | 5'-CGC TCA GAA ATT GGG CGA TG-3'        |
| <b><i>Ehhadh</i></b> | 5'-ATG GCT GAG TAT CTG AGG CTG-3'         | 5'-GGT CCA AAC TAG CTT TCT GGA G-3'     |
| <b><i>ME3</i></b>    | 5'-TCG ACC CGT ACC CCT GAA G-3'           | 5'-TCG CTC TGC TGA TTC TCA TAG T-3'     |
| <b><i>Scd1</i></b>   | 5'-TTC TTG CGA TAC ACT CTG GTG C          | 5'-CGG GAT TGA ATG TTC TTG TCG T-3'     |
| <b><i>Fads2</i></b>  | 5'-AAG GGA GGT AAC CAG GGA GAG-3'         | 5'-CCG CTG GGA CCA TTT GGT AA-3'        |
| <b><i>Fatp1</i></b>  | 5'-GGC AAG CTC CAG CAC AGG AT-3'          | 5'-GTC CAC GGA AGT CCC AGA AAC-3'       |
| <b><i>Fatp2</i></b>  | 5'-CAT CGT GGT TGG GGC TAC TT-3'          | 5'-GGT ACC GAA GCA GTT CAC CA-3'        |
| <b><i>Fatp3</i></b>  | 5'-CGT GCT GGC CAC AGA GTT-3'             | 5'-ATT AGT TTC AGG GCC CGT CG-3'        |
| <b><i>Acly</i></b>   | 5'-GCC AGC GGG AGC ACA TC-3'              | 5'-CTT TGC AGG TGC CAC TTC ATC-3'       |
| <b><i>Dgat1</i></b>  | 5'-TAG AAG AGG ACG AGG TGC GA-3'          | 5'-GTC TTT GTC CCG GGT ATG GG-3'        |
| <b><i>Dgat2</i></b>  | 5'-ACT GGA ACA CGC CCA AGA AA-3'          | 5'-GTA GTC TCG GAA GTA GCG CC-3'        |
| <b><i>Cpt1a</i></b>  | 5'-ACG GAG TCC TGC AAC TTT GT-3'          | 5'-GTA CAG GTG CTG GTG CTT TTC-3'       |

## Macrophagic S100A4 enhances protumour macrophage polarization

|                                |                                         |                                     |
|--------------------------------|-----------------------------------------|-------------------------------------|
| <i>Cpt1b</i>                   | 5'-CCA ATC ATC TGG GTG CTG G-3'         | 5'-AAG AGA CCC CGT AGC CAT CA-3'    |
| <i>Cpt1c</i>                   | 5'-GGC TGG CAT TGG TCA GAA TC-3'        | 5'-CGT GCA ACC TCA GGA AGT C-3'     |
| <i>Fasn</i>                    | 5'-GGA GGT GGT GAT AGC CGG TAT-3'       | 5'-TGG GTA ATC CAT AGA GCC CAG-3'   |
| <i>Scara1</i>                  | 5'-GTG CTG TCT TCT TTA CCA GCA A-3'     | 5'-GCT GTC ATT GAA CGT GCG TC-3'    |
| <i>Scarb1</i>                  | 5'-TGA TGG AGA GCA AGC CTG TG-3'        | 5'-AGG ATC TCA CCA ACT GTG CG-3'    |
| <i>Scarb2</i>                  | 5'-CCT GCT CAG GGA GCT TAT CG-3'        | 5'-GTT CGT GCA CGG TGT GAA TC-3'    |
| <i>Fabp1</i>                   | 5'-AGG GGG TGT CAG AAA TCG TG-3'        | 5'-GTC ATG GTC TCC AGT TCG CA-3'    |
| <i>Fabp3</i>                   | 5'-GAC GGA GGC AAA CTC ATC CA-3'        | 5'-CAC CAC ACT GCC ATG AGT GA-3'    |
| <i>Fabp4</i>                   | 5'-CAT AAC CCT AGA TGG CGG GG-3'        | 5'-CCA GCT TGT CAC CAT CTC GT-3'    |
| <i>PPAR<math>\gamma</math></i> | 5'-CCC AAT GGT TGC TGA TTA CA-3'        | 5'-GGA CGC AGG CTC TAC TTT GA-3'    |
| <i>CD36</i>                    | 5'-ATG GGC TGT GAT CGG AACT G-3'        | 5'-GTC TTC CCA ATA AGC ATG TCT CC   |
| <i>CD206</i>                   | 5'-CAA GGA AGG TTG GCA TTT GT-3'        | 5'-CCT TTC AGT CCT TTG CAA GC-3'    |
| <i>Arg-1</i>                   | 5'-AAG AAT GGA AGA GTC AGT GTG G-3'     | 5'-GGG AGT GTT GAT GTC AGT GTG-3'   |
| <i>TGF-<math>\beta</math></i>  | 5'-CTC CCG TGG CTT CTA GTG C-3'         | 5'-GCC TTA GTT TGG ACA GGA TCT G-3' |
| <i>S100A4</i>                  | 5'-TCA GCA CTT CCT CTC TCT TGG TCT G-3' | 5'-TCC CCA GGA AGC TAG GCA GCT C-3' |
| <i>PD-L1</i>                   | 5'-GCT CCA AAG GAC TTG TAC GTG-3'       | 5'-TGA TCT GAA GGG CAG CAT TTC-3'   |
| <i>Mgl2</i>                    | 5'-GGC CTC CAA TTC TTG AAA CCT-3'       | 5'-TTA GCC AAT GTG CTT AGC TGG-3'   |

# Supplementary material for: S100A4 enhances protumor macrophage polarization by control of PPAR-γ-dependent induction of fatty acid oxidation
**Source:** J Immunother Cancer. 2021 Jun 18;9(6):e002548. doi: 10.1136/jitc-2021-002548

**S100A4 enhances protumour macrophage polarization by control of PPAR- $\gamma$ -dependent induction of fatty acid oxidation****Authors**

Shuangqing Liu, Huilei Zhang, Yanan Li, Yana Zhang, Yangyang Bian, Yanqiong Zeng, Xiaohan Yao, Jiajia Wan, Xu Chen, Jianru Li, Zhaoqing Wang, and Zhihai Qin

**In brief**

Tumour-associated macrophages (TAMs) contained two subsets based on whether they expressed S100A4 or not.

S100A4 positive TAMs displayed protumour phenotypes with upregulated fatty acid oxidation.

Mechanistically, S100A4 enhances TAM protumour polarization by control of PPAR- $\gamma$ -dependent induction of fatty acid oxidation

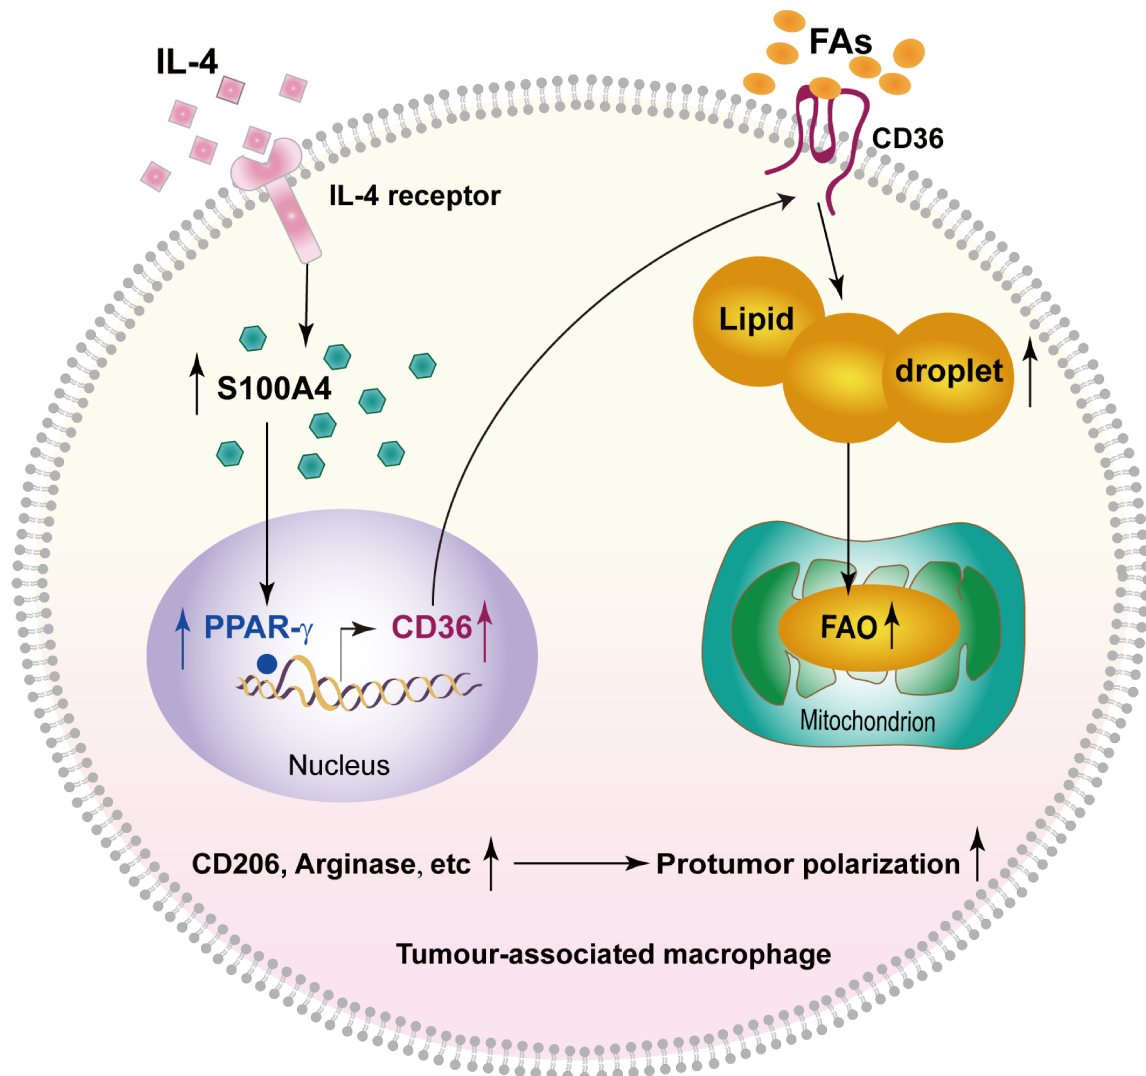

**Supplement:** Supplementary data

How the deposited data were processed for this re-analysis (not part of the article)

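RNA of TAMs sorted on the S100A4 reporter was sequenced in 6 libraries, 3 labelled S100A4+ and 3 labelled S100A4-, all from E0771 tumor grafts. The authors' table gives deposited counts, FPKM values, the mean signal of each group, log2 fold changes, p-values and a gene length for 54829 genes. According to the methods, reads were mapped to GRCm38 with Bowtie and quantified with RSEM, whose versions the text does not name. The deposited counts are whole numbers without normalization. The deposited FPKM is the count divided by the gene length and by 1 total per library, and that total was 1.08 to 1.12 times the sum of counts in the S100A4- libraries and 0.887 to 0.950 times in the S100A4+ libraries. The deposited signal of a group is its mean of counts divided by DESeq2's median-of-ratios size factors, to within 5.0e-13% over 13297 genes with enough counts. The authors' deposited log2 fold change differed from that of DESeq2 by at most 3.1e-05 over the same genes, although the text does not name the test. Their adjusted p-value is a Benjamini-Hochberg value over the genes listed below 1, and genes with 0 or 1 count over the 6 libraries have no value.

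The table includes 297 identifiers without an annotated gene, and 54409 genes (99.2%) were found in GENCODE M21, from which exons, overlaps between genes and GC content were taken. An exon base was taken as shared when it also belonged to an exon of another gene of the table on the same strand.

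Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr, libraries were scaled with TMM factors, and the groups were compared with glmQLFit and glmQLFTest without a replicate block, with Benjamini-Hochberg adjustment and a threshold of 0.05. Log2 CPM values used a prior count of 2. An exact permutation test on a single gene cannot give a two-sided p under 0.1 with 3 libraries against 3, so none was used for single genes. The depth of 16736359 to 17822754 counts per library sets a limit of 0.168 to 0.179 CPM for a count of 0.

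The genes named are those the paper's text and figures name, S100a4, the genes of the sort markers, Cd274, Stat6, Ppargc1a and Ppargc1b. To these were added the 5 genes with the largest log2 fold change in each direction among called genes with a mean of at least 10 CPM and no overlap between groups. Gene lists were tested with camera of limma 3.58.1 on log2 CPM with a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 21 lists. The lists of the study are the M2 markers, FA transport and regulation, FA oxidation, FA synthesis and PPAR signaling. The others are oxidative phosphorylation, macrophages, monocytes, neutrophils, eosinophils, dendritic cells, T cells, NK cells, B cells, mast cells and basophils, epithelial tumor cells, fibroblasts, endothelial cells, erythroid cells, proliferation and proinflammatory (M1) genes. Lists, tests, named genes and alternatives were set before the data were examined, and the tests run to explain a result are dated in the closing section. Some genes of these lists are not reported here, and they were taken out of the lists after the values had been seen.

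The alternatives were median-of-ratios (RLE) factors, upper-quartile factors and library totals only in place of TMM, DESeq2 1.42.0 in place of edgeR, no filter on low counts, genes with at least 10 counts in every library, and protein-coding genes only. Further alternatives were a replicate block, each library left out in turn, limma-trend on log2 of the authors' FPKM with 1 or 0.1 added (genes with a mean of at least 0.5 FPKM), an absolute log2 fold change of at least 1, and counts thinned to the smallest library. For the lists, fry and an estimated inter-gene correlation were tried, and for oxidative phosphorylation the V-ATPase subunits or the mitochondrially encoded subunits were added.

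Whether libraries with the same number belong together was tested on their departures from the group means over 14589 genes. Across genes, which are not independent replicates, Pearson's r was 0.27, 0.16 and 0.36 for equal numbers and -0.31 to 0.027 for unequal numbers. Every value for equal numbers lay above every value for unequal numbers, as pairing would give. Departures cancel within a group for each gene, so positive values for equal numbers push the others down. Part of this contrast is therefore built in. Pairing stays open, and the replicate block was run as an alternative only.

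The steps were tested on simulated data. At this number of libraries edgeR found 161 of 191 changed genes (84.3%) among 14303 with 11 false calls. DESeq2 and limma-trend each found 160 of 200, with 17 and 8 false calls, and camera found the changed list and 0 of 20 unchanged lists. The simulation changed only these 200 genes, with up and down equally likely, and drew genes independently of each other. In the data 57.9% of the genes tested were called. The simulation therefore tests neither TMM under so wide a change nor the preset inter-gene correlation of camera. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The KEGG and GO enrichments of the paper were not rerun, because no gene set collection was at hand. The paper's other experiments were left out because the deposited table covers the 6 TAM libraries alone.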

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

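Of the tests given here, that of gene length and GC content was set before its result was seen, and the others were chosen only after the lists had been seen to move.

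The paper does not report on markers of other cells or on the M1 genes as lists, and 7 such lists passed the threshold in limma's camera test with the preset correlation. In the libraries labelled S100A4+, the macrophage list had a median log2 fold change of 2.28 (11 of 11 called higher, 0 lower; adjusted p = 6.3e-08). The M1 list had a median of 1.75 (11 of 11 called higher, 0 lower; adjusted p = 2.8e-07) and the monocyte list a median of 0.94 (4 of 7 called higher, 0 lower; adjusted p = 0.014). Lower medians were seen for the neutrophil list at -2.21 (1 of 8 called higher, 6 lower; adjusted p = 0.023) and the erythroid list at -1.61 (0 of 5 called higher, 5 lower; adjusted p = 0.0025). The fibroblast list was lower at -1.08 (0 of 10 called higher, 8 lower; adjusted p = 2.8e-04) and the proliferation list at -0.90 (1 of 10 called higher, 9 lower; adjusted p = 2.8e-04). Counts adjusted over the list alone were equal to these except for the monocyte list, with 5 higher. With the correlation estimated from the data, none of the 7 passed. Products of genes in these lists that the study names include F4/80 (Adgre1), CD68 and MHC-II (H2-Ab1), and no gene of the 7 lists is in another list of the 21.

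The most abundant gene of each lower list in the S100A4- libraries was taken. These were Col6a1 (fibroblast) at 1261 CPM, Hbb-bs (erythroid) at 563 CPM, Top2a (proliferation) at 279 CPM and S100a9 (neutrophil) at 237 CPM. Lyz2 of the macrophage list had 1354 CPM. Means in the S100A4+ libraries were 485 CPM for Col6a1, 206 CPM for Hbb-bs, 144 CPM for Top2a and 27.7 CPM for S100a9. TAMs themselves express the macrophage and M1 genes and, while they divide, the proliferation genes. How many genes of the monocyte and neutrophil lists they also express was not tested.

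Several technical explanations are argued against. A scaling factor per library moves every list alike, but the macrophage and fibroblast medians lay 3.36 apart. Library size does not part the groups, as the median total of the S100A4+ libraries was 1.00 times that of the S100A4- libraries (16873202 to 17822754 counts against 16736359 to 17228264). After the trend on gene length and GC content was removed (available for 14430 genes, 98.9% of those tested), the distance between the macrophage and fibroblast medians was 3.35. That trend held 1.31% of the variance in log2 fold change. A single mislabelled library is argued against by the distances between libraries, of which the smallest between groups was 1.89 times the largest within a group. A few genes taking most of the counts is not seen, since the 10 most counted genes took 5.13% to 6.63% of a library.

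Whether a lower share of macrophage RNA in the S100A4- libraries raises every other cell type alike is not decided by the neutrophil list. Retnlg, S100a8 and S100a9 were picked after their values were seen. They are among the 5 largest falls named, so the choice itself favours a gap. Each fell by more than every gene of the fibroblast and erythroid lists. The smallest fall of the 3 minus the largest of those lists was -1.01 on the log2 scale (SE 0.27), and it ran from -1.11 to -0.71 with each library left out in turn. Cxcr2 of the same list fell by a similar amount, at -2.93. Ltf at -1.23 and Ngp at -1.63 fell within the range of the fibroblast and erythroid genes. Csf3r and Mmp8 did not fall, at 0.099 and 1.46.

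Over whole lists, this share and changes that differ between the other cell types cannot be told apart either. The fibroblast median minus the erythroid median was 0.52 (exact two-sided permutation test over 10 and 5 genes, p = 0.027; genes are not independent replicates). With each library left out in turn it ran from 0.35 to 0.62, with p up to 0.094. Lists of other cell types were also compared by a Kruskal-Wallis statistic with genes permuted between them. Over 11 lists with 70 genes, many of them with few counts, p was 0.0012 (up to 0.024 with a library left out). Over the 3 lists with at least 3 genes of at least 10 CPM it was 0.079 (up to 0.33), and over all 23 genes of the neutrophil, fibroblast and erythroid lists 0.028 (up to 0.12).

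More RNA from other cells in the S100A4- libraries, as from cells of other types sorted with the EGFP- fraction, stays open as a candidate explanation. It predicts that the macrophage genes are diluted by 1 factor. The SD of their log2 fold changes was 0.40, at percentile 0.96 of 10000 random lists matched on expression (median SD 0.86). Of the 11 genes, 10 lay within 0.2 of the median, with Cd14 at 0.99 as the exception. A program that raises these genes together would give the same narrow spread and was not tested. A biological difference between EGFP+ and EGFP- TAMs, in maturity or cell cycle for example, also stays open, since the sort that defines the groups is the only difference in the design and the groups hold no batch label.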

How the results depend on the processing

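Every alternative given here was set before its values were seen, and no test was chosen afterwards. Of the 84 values followed, 56 kept their direction and their side of the threshold under every alternative run for them. Over all alternatives, 1351 of 1406 values were unchanged in this sense, 28 were no longer past the threshold, 12 came past it and 13 changed sign. The other 2 were the numbers of genes called higher and lower, which moved by more than 1.5 times. For log2 fold changes and list medians a change in size alone was not counted. Of 61 named genes that could be tested, 54 changed under none of the alternatives.

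The numbers of genes called higher and lower were within 1.5 times of the reported 4233 and 4216 under every alternative except an absolute log2 fold change of at least 1, which by construction leaves 2311 and 1471. Library totals only gave 3250 and 6038, and the fits that each left out one library gave 3830 to 4192 and 3610 to 4064. DESeq2 gave 4182 and 3864, limma on FPKM with 1 added 3863 and 3677, and the replicate block 4559 and 4705. Of the 8449 genes called, 7466 were also called with the same sign with library totals only and 7849 with DESeq2, and 0 were called with the opposite sign in any alternative.

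Library totals only moved the median of all genes to -0.27, and small changes of positive sign turned negative with it: Uqcrc1 to -0.14, Acly to -0.061 and the oxidative phosphorylation list to -0.12. All 3 values lie above that median of all genes. The FA synthesis list (-1.48) and the neutrophil list (-2.44) were no longer past the threshold there, and of the named genes Acadl and Vegfa lost their call and Acads and Acadm gained one. With upper-quartile factors Vegfa lost its call.

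Without a filter on low counts the eosinophil list (-1.56), the B cell list (-1.60) and the epithelial tumor cell list (0.10) changed sign, as genes with few counts entered them, and the FA oxidation list (0.60) and the mast cell and basophil list (-1.85) came past the threshold. With genes of at least 10 counts in every library the B cell list was -0.40, and the FA synthesis list (-1.24) and the neutrophil list (-2.79) were no longer past the threshold. The FA synthesis list was also not past it with protein-coding genes only (-1.24). The log2 fold change of S100a4 was no longer past the threshold with DESeq2 (-0.81) or with thinned counts (-0.81). Adding the V-ATPase subunits brought the oxidative phosphorylation list past the threshold (0.22), by the construction of that list. For the other changes the cause was not tested.

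Under fry, 5 more lists were past the threshold: FA oxidation (0.44), eosinophil (1.08), mast cell and basophil (-1.60), epithelial tumor cell (-0.80) and endothelial (-0.91). With the inter-gene correlation estimated from the data, the 11 lists past the threshold were no longer past it, at unchanged medians: M2 markers 1.98, FA transport 1.28, FA synthesis -1.25, PPAR signaling 1.44, macrophage 2.28, monocyte 0.94, neutrophil -2.21, fibroblast -1.08, erythroid -1.61, proliferation -0.90 and M1 1.75. The estimate rests on 6 libraries, and the cause was not tested further.

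Across the 6 fits that each left out one library, the log2 fold change of S100a4 ran from -1.18 to -0.63 and was not past the threshold without S100A4- replicate 1 (-0.83), S100A4- replicate 3 (-0.63), S100A4+ replicate 1 (-0.64) or S100A4+ replicate 2 (-0.63). Uqcrc1 ran from -0.0087 to 0.21, negative without S100A4+ replicate 1. The T cell list ran from -0.68 to 0.029, positive without S100A4+ replicate 1. The B cell list ran from -0.53 to 0.95, negative without S100A4- replicate 1 and without each of the S100A4+ libraries, where its values were -0.13, -0.34 and -0.30. The mast cell and basophil list ran from -2.08 to -1.30 and came past the threshold without S100A4- replicate 1. The oxidative phosphorylation list ran from 0.048 to 0.18 and came past it without S100A4+ replicate 2. Vegfa lost its call without S100A4- replicate 2, S100A4- replicate 3 or S100A4+ replicate 3. Fewer libraries were fitted in each case, and the cause was not tested further.

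The depth limits what can be said of genes with few counts. Fabp2, Me3, Cpt1b, Acaa1b, Ppara and Ppargc1a were too low to be tested, and Cpt1c, Ehhadh, Fabp3, Ppargc1b and S100a4 had under 100 counts in every library. With at least 10 counts required in every library, 3 of the 61 named genes could not be tested.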

Differences from the paper's values

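No test was chosen for this comparison after the values were seen. The numbers of genes called are within 1.5 times of the paper's: 8449 against the paper's 8003 in all, 4233 against the paper's 4160 higher and 4216 against the paper's 3843 lower. Without S100A4+ replicate 3 the total was also 8003, but with 4176 higher and 3827 lower. The authors' deposited table itself holds 4160 higher and 3843 lower genes, so the equal total is no sign that a library was left out. Of the alternatives set before the data were examined, library totals only lay more than 1.5 times from the paper's number of lower genes, at 6038. An absolute log2 fold change of at least 1 lay more than 1.5 times from its numbers of higher and lower genes, at 2311 and 1471. Among the others, DESeq2 gave 8046 genes, 4182 higher and 3864 lower, and the replicate block gave 4705 lower.

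The paper states that PPAR-β/δ was not decreased in S100A4- TAMs as PPAR-γ was, and its Supplementary Figure 9C draws PPAR-β/δ as unchanged. Here Ppard was called, and higher in the libraries labelled S100A4-, with a log2 fold change of -0.41 (adjusted p = 0.0018 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment); no alternative lost the call. The authors' deposited table gives -0.40 (their adjusted p = 6.8e-04). PPAR-α is also named as not decreased, and Ppara had 0 counts in all 6 libraries.

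The paper states that FA oxidation genes did not change significantly between the TAM subsets. Of the 10 genes tested, 6 were called higher (Cpt1a, Acox3, Ehhadh, Scp2, Sdhb and Acadl) and 1 lower (Cpt1c). Each of the 6 rose by less than the median of 2.28 for 11 macrophage marker genes, so a larger share of macrophage RNA was not set apart from a rise within TAMs. As a set the list was not past the threshold (camera adjusted p = 0.089), and it came past it without a filter on low counts (0.014) and under fry (0.0015), within a range of 0.0015 to 0.30 over its alternatives.

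The paper states that genes of oxidative phosphorylation changed between the subsets. Of 81 genes tested, 22 were called higher and 5 lower, but as a set the list was not past the threshold (camera adjusted p = 0.24; 0.0050 to 0.96 over its alternatives). It came past the threshold with the V-ATPase subunits added (0.0050) and without S100A4+ replicate 2 (0.047).

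The paper states that FA synthesis genes were lower in S100A4+ TAMs. Acly, which it shows among them, was not called, with a log2 fold change of 0.18, and was -0.061 with library totals only. In the paper's statement FA transport genes were higher, while Scarb1 (-0.50) and Ppard of that list were called lower. Supplementary Figure 9C draws acyl-CoA synthetase as lower in S100A4+ TAMs. Acsl1, the gene taken for that box, was called higher (0.61). The box can stand for several genes and the others were not examined, so this does not contradict the drawing.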

Other observations

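Of the tests given here, the splits of the libraries and the test of shared exons were set before their result was seen, with the limit of 20% for shared exons chosen afterwards, and the others were chosen only after the result was seen.

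The 6 libraries can be split into 3 and 3 in 10 ways, and 1 of the 10 splits, the one by label, gave as many genes with an adjusted p under 0.05. The other 9 splits gave 0 genes at that threshold, and 25 to 376 genes at an unadjusted p under 0.05. Of the 4 splits that part all 3 pairs of equal-numbered libraries, the other 3 exchange both libraries of a pair between the groups and gave 0. With 10 splits the share is never under 0.1, so chance and the label cannot be told apart by this test alone.

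S100a4 had few counts in every library (28 to 95), although the promoter of this gene drives the sorted reporter. A candidate explanation is that reads on exons shared with another gene were left out of the counts, as 302 of its 584 exon bases also belong to Gm42674. Among 77 ribosomal protein genes, the 4 that share at least 20% of exon bases (Rpl24, Rpl13a, Rpl36al and Rps10) had 1.52 to 26.2 FPKM, and the others 31.0 to 2367 FPKM. The ratio of the medians was 142. The 4 genes were also the 4 lowest of the 77 (exact one-sided permutation of ranks over genes, p = 7.4e-07, the smallest it can give). This p is for the ranks and not for the ratio, and genes are not independent replicates. Of 399 protein-coding genes that share at least 50% of exon bases, 7.52% reached 1 FPKM, against 48.0% of 21138 genes that share under 10%. Sharing does not remove every count: Itgam, with 68.7% of its exon bases shared with Gm49368, had 1276 to 6185 counts per library. No biological explanation was tested for the low counts.

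The log2 fold change of S100a4 was -0.82, against the direction of the sort. A swap of group labels cannot be decided by these counts. They may come from the unshared part of the gene alone, and each library has under 100 of them. The loss of reads on shared exons acts on every library, so by itself it gives low counts but no direction. More RNA from other cells in the S100A4- libraries, which stays open for the gene lists, was not tested for S100a4. The paper names cancer cells and stromal cells among those that express S100A4. Against a swap, the paper's flow cytometry shows more CD206 (figure 1C) and CD36 (figure 6B) on S100A4+ TAMs, and Mrc1 at 2.36 and Cd36 at 3.37 were higher in the libraries labelled S100A4+ under every alternative. That evidence rests on other samples and on mRNA following protein, and Mrc1 rose by about as much as the macrophage genes, so it weighs against a swap without excluding one. A biological difference between reporter and transcript, as the EGFP protein and the S100a4 mRNA need not follow each other in time, was not tested.

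The rise of macrophage genes raises the question of how much of the M2 signature is a larger share of macrophage RNA in the S100A4+ libraries. Scaling the libraries to the 11 macrophage genes lowers every log2 fold change by about the same amount (median 2.16), so it only sets each gene against the rise of the macrophage genes. The M2 list then had a median of -0.17, with 2 genes called higher (Arg1 and Il10) and 5 lower. A median near 0 over genes that go both ways does not decide, so for the list the share and a rise within TAMs cannot be told apart. Arg1 at 0.87 and Cd36 at 1.22 were still called higher, which argues against the share as their whole cause. Pparg at 0.42 was not called (adjusted p = 0.073 from edgeR's quasi-likelihood test without a replicate block), so the share stays open for Pparg. The scaling was not repeated with a replicate block. The scaling assumes that each TAM holds the macrophage genes at a constant level, which was not tested, and a biological rise of M2 genes in S100A4+ TAMs stays open.

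Fasn, Scd1 and Fads2 were lower in the S100A4+ libraries. The median of the 3 genes minus that of the fibroblast list was -0.18. More RNA from other cells in the S100A4- libraries and a lower expression of these genes in S100A4+ TAMs themselves cannot be told apart, since the libraries hold no measure of the 3 genes per cell type, and both stay open.

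The remaining lists of cell markers were not past the threshold. Their median log2 fold changes were 1.08 for the eosinophil list (3 higher and 1 lower of 4; camera adjusted p = 0.27), 0.53 for the dendritic cell list (4 higher and 3 lower of 8; camera adjusted p = 0.89), -0.61 for the NK cell list (0 higher and 1 lower of 4; camera adjusted p = 0.38) and 0.80 for the B cell list (3 higher and 2 lower of 5; camera adjusted p = 0.89). They were -0.35 for the T cell list (1 higher and 0 lower of 10; camera adjusted p = 0.68), -1.60 for the mast cell and basophil list (0 higher and 3 lower of 4; camera adjusted p = 0.20), -0.80 for the epithelial tumor cell list (1 higher and 2 lower of 5; camera adjusted p = 0.40) and -0.91 for the endothelial cell list (1 higher and 3 lower of 7; camera adjusted p = 0.29). Leaving out 1 library moved several of them by over 1.5 times. The eosinophil median was 0.50, 0.62 and 0.55 without S100A4+ replicate 1, S100A4+ replicate 2 and S100A4- replicate 3. The dendritic cell median was 0.92, 0.17 and 0.28 without S100A4+ replicate 1, S100A4+ replicate 2 and S100A4- replicate 1. The NK cell median was -0.97, -0.35 and -0.34 without S100A4- replicates 1, 2 and 3. The epithelial tumor cell median was -0.43, -1.28, -0.51 and -0.37 without S100A4+ replicates 1, 2 and 3 and S100A4- replicate 3. The T cell median ran from -0.68 to 0.029 and changed sign without S100A4+ replicate 1, and the B cell median ran from -0.53 to 0.95 and changed sign without S100A4- replicate 1 or any S100A4+ library. Krt8 of the epithelial list had 479 CPM in the S100A4- libraries and 181 CPM in the S100A4+ libraries, a log2 fold change of -1.41. Krt18 was the other gene of that list called lower (-1.31), and Cdh1 was called higher (2.14). Fscn1 of the dendritic cell list had 414 CPM in the S100A4- and 189 CPM in the S100A4+ libraries, a log2 fold change of -1.13. A list that is not past the threshold thus does not mean that its abundant genes were unchanged.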
